# Shear stress effects on epididymal epithelial cell via primary cilia mechanosensory signaling

**DOI:** 10.1002/jcp.31475

**Published:** 2024-11-07

**Authors:** Sepideh Fakhari, Gabriel Campolina‐Silva, Farnaz Asayesh, Laura Girardet, Marie‐Pier Scott‐Boyer, Arnaud Droit, Denis Soulet, Jesse Greener, Clémence Belleannée

**Keywords:** calcium signaling, epididymis, fluid shear stress, mechanosensor, microfluidic, primary cilia

## Abstract

Shear stress, resulting from fluid flow, is a fundamental mechanical stimulus affecting various cellular functions. The epididymis, essential for sperm maturation, offers a compelling model to study the effects of shear stress on cellular behavior. This organ undergoes extensive proliferation and differentiation until puberty, achieving full functionality as spermatozoa commence their post‐testicular maturation. Although the mechanical tension exerted by testicular fluid is hypothesized to drive epithelial proliferation and differentiation, the precise mechanisms remain unclear. Here we assessed whether the responsiveness of the epididymal cells to shear stress depends on functional primary cilia by combining microfluidic strategies on immortalized epididymal cells, calcium signaling assays, and high‐throughput gene expression analysis. We identified 97 genes overexpressed in response to shear stress, including early growth response (Egr) 2/3, cellular communication network factor (Ccn) 1/2, and Fos proto‐oncogene (Fos). While shear stress triggered a rapid increase of intracellular Ca^2+^, this response was abrogated following the impairment of primary ciliogenesis through pharmacological and siRNA approaches. Overall, our findings provide valuable insights into how mechanical forces influence the development of the male reproductive system, a requisite to sperm maturation.

## 1 INTRODUCTION

Primary cilia are microtubule‐based organelles that protrude as a solitary antenna from the surface of various cell types in vertebrates (Bloodgood, 2009; Satir, 2017). Extensive investigations have shown that primary cilia function as sensory organelles adept at translating a spectrum of environmental signals, including chemical, and mechanical (Davenport & Yoder, 2005; Praetorius & Spring, 2001; Praetorius, 2015; Spasic & Jacobs, 2017), and electrical signals of the nervous system (Kirschen & Xiong, 2017) into intricate intracellular changes. This unique capacity positions them as key regulators influencing fundamental cellular processes such as proliferation, migration, differentiation, and planar polarity. The significance of primary cilia in physiological processes becomes even more captivating when considering a growing body of evidence suggesting that deformities and dysfunctions in these organelles contribute to a diverse array of human disorders collectively referred to as ciliopathies (Hildebrandt et al., 2011; Reiter & Leroux, 2017).

Primary cilia consist of three main fundamental components: a basal body, originating from the mother centriole of the centrosome; an axoneme, a microtubule‐based core featuring nine doublets of microtubules with no central pair (9 + 0); and the ciliary membrane, which surrounds the axoneme of the primary cilium and has a unique composition rich in specific lipids and proteins (e.g., GPCRs and calcium receptors) (Pazour & Bloodgood, 2008; Satir & Christensen, 2007; Wheway et al., 2018). The primary cilium exhibits cell cycle‐dependent dynamics, as it is disassembled during the G1 and S phases of the cell cycle, coinciding with mitotic activities, and reassembles as cells enter the quiescent G0 phase, reflecting its roles in signaling and sensory functions (Girardet et al., 2019; Mill et al., 2023). The formation and functionality of primary cilia hinge on the intraflagellar transport (IFT) mechanism operating within the axoneme. The dynamic IFT mechanism underlies the intricate structure and functional capabilities of primary cilia (Scholey, 2008).

Over the past decade, there has been a growing interest in investigating the role of primary cilia as mechanosensors, particularly in response to shear stress. Studies in primary cilia‐based mechanotransduction have predominantly concentrated on exploring structural, intracellular, or tissue‐level functional responses to shear stress. An immediate and observable response of primary cilia to fluid shear force is their bending. This bending phenomenon represents a crucial aspect of the mechanosensitive nature of primary cilia and forms a key focus in understanding their response to shear stress (Downs et al., 2014; Rydholm et al., 2010; Schwartz et al., 1997). Cellular mechanosensing through primary cilia is predominantly associated with intraciliary calcium signaling and the subsequent regulation of target genes. Several studies have provided evidence supporting the notion that shear stress triggers a rise in intracellular calcium signaling (Mohammed et al., 2017; Praetorius, 2015; Xu et al., 2007, 2009), resulting in changes in downstream gene expression across various cell types, including vascular endothelial cells (AbouAlaiwi et al., 2009; Boo & Jo, 2003; Zaragoza et al., 2012), liver cells (Masyuk et al., 2006), and bone cells (Kwon et al., 2010; Malone et al., 2007). These investigations have identified specific gene expressions associated with proteins localized in primary cilia, playing pivotal roles in mechanotransduction processes, such as polycystin‐1 (PC1) and polycystin‐2 (PC2) present on the ciliary membrane and that are activated by ciliary deflection (AbouAlaiwi et al., 2009; Kunnen et al., 2018; Miceli et al., 2020; Mohammed et al., 2018). Impairment of primary cilia exposed to shear stress is implicated in conditions such as polycystic kidney disease (Yoder et al., 2002) cystic and fibrotic liver disorders (Masyuk et al., 2008), and abnormalities in bone growth (Nishimura et al., 2012; Temiyasathit et al., 2012; Xiao et al., 2011).

Beyond the liver, bone, and kidney, primary cilia are present in various components of the male reproductive system (Girardet et al., 2019; Vinay et al., 2024), including in the epididymis. The latter is a long tubule attached to the testis via the efferent ductules, playing a role in the control of male fertility through its influence on sperm maturation and storage (Bedford, 1963; Jones, 1999; Orgebin‐Crist, 1967). It has been previously described in rats that at birth, the epididymis is composed of columnar undifferentiated cells that progressively proliferate and differentiate to give rise, before puberty, to principal, basal, and clear cells (Pinel et al., 2019) that are found all along the three main regions of the tubule (i.e. the caput, corpus, and cauda) (Hermo et al., 1992; Sun & Flickinger, 1979). During this period, primary cilia extend from the surface of the epithelium where they enter in contact with the extracellular fluid deriving from the testis. After puberty in mice, while centrioles are strategically positioned at the apical pole of principal cells to form a primary cilium, axonemal extensions are not produced (Bernet et al., 2018). Instead, primary cilia are found exclusively associated with basal cells where they control their stem cell capacity and tissue regeneration through the modulation of the Hedgehog signaling pathway (Girardet et al., 2022). Therefore, it is particularly at the time of epithelial cell differentiation that primary cilia form a privileged interface between epididymal cells and the extracellular fluid flow. It has long been proposed that the first wave of testicular fluid drives epithelial cell differentiation in epididymides (Sun & Flickinger, 1982). While primary cilia are potent cellular sensors responsive to shear stress in most biological tubules, the contribution of this organelle in the control of cellular fate and epididymis development remains unknown. This study aims to evaluate the mechanosensory role of primary in the control of epididymal gene expression and cellular functions.

To do so, we conducted a comprehensive study combining microfluidic imaging with high throughput gene expression profiling on DC2 immortalized epididymal principal cell lines. Following pharmacological and genetic blockage of primary ciliogenesis, we deciphered a calcium‐dependent epididymal cell's response to extracellular shear stress and identified how this physical cue could impact epididymis development. Overall, our study underscores the fundamental importance of primary cilia mechanosensation in the intricate orchestration of epididymal development, providing valuable insights into potential implications for male reproductive physiology.

## 2 MATERIALS AND METHODS

### 2.1 Cell culture

Immortalized distal caput principal cells (DC2) derived from mouse epididymis were generously provided by Marie‐Claire Orgebin‐Crist (Araki et al., 2002). DC2 cells were cultured at 33°C and 5% CO_2_ in Iscove's Modified Dulbecco's Medium (IMDM, 10‐016‐CV, Corning), supplemented with 1 nM dihydrotestosterone (DHT, Fluka), 10% Fetal Bovine Serum (FBS) (A3160702, Gibco), 100 µM MEM nonessential amino acids (11140‐050, Gibco), 1 mM sodium pyruvate (11360‐070, Gibco), and 50 U/m penicillin G (25‐001‐CI, Corning).

### 2.2 Mouse model

A double transgenic mouse model, Tg (CAG‐EGFP/CETN2)34Jgg/KvandJ (ARL13B‐CETN2 tg; Jackson Laboratory stock#027967), was employed to facilitate the endogenous detection of ARL13B, a primary cilia marker, and CENTRIN2, a centriolar protein. Mice were housed and bred in the Specific pathogen‐animal facility at the Centre Hospitalier Universitaire de Quebec Research Center. Ethical approval for the animal studies was obtained from the Institutional Review Board of the Centre Hospitalier Universitaire de Québec (CHUQ; CPAC licenses 16‐050‐4 and 16‐051‐4, C. Belleannée). All procedures were conducted in strict adherence to the ARRIVE guidelines. Epididymis samples were harvested from 2‐week‐old mice (*n* = 3) and fixed in 4% paraformaldehyde (PFA). Following cryopreservation in *30*% *sucrose* solution in phosphate buffer saline (PBS), tissues were embedded in O.C.T. compound (23‐730‐571, Thermo Fisher Scientific) and sectioned at 16‐μm thickness in a cryostat for immunofluorescence assays.

### 2.3 Immunofluorescence staining

Following a 15‐min wash of OCT with PBS, antigen retrieval was conducted in Tris‐EDTA buffer (10 mM, pH 9) for 10 min at 80°C. Subsequently, sections were rehydrated for 15 min in PBS, permeabilized for 6 min with 1% sodium dodecyl sulfate (SDS) and 0.1% Triton X‐100 in PBS, washed in PBS for 5 min, and then blocked for 1 h with 1% BSA and 5% goat serum in PBS. For immunostaining, primary antibodies listed in supplementary Table 1, appropriately diluted in DAKO antibody diluent (S0809, DAKO Corp., Carpinteria), were applied to the tissues and then allowed to incubate overnight in a humid chamber at 4°C. Sections were subjected to two washes with high‐salt PBS (2.7% NaCl) and one wash with PBS for 5 min each. Subsequently, a secondary antibody listed in Supporting Information S1: Table 2 was applied to the tissues at room temperature. For imaging, the slides were mounted with a DAPI‐containing medium (Vectashield, VECTH1200, Vector Laboratories).

For immunofluorescent staining on DC2 cells, coverslips were prepared by coating them with Human plasma Fibronectin at 2% dilution (Millipore, FC010) before cell seeding. Cells were then fixed with 4% PFA for 15 min, followed by two washes with PBS. Subsequently, permeabilization, blocking, and the addition of the primary antibody were carried out, mirroring the procedures outlined for tissue immunofluorescence. After an overnight incubation with the primary antibody, the cells underwent three washes with PBS. Following this, the secondary antibody was applied for 1 h. After additional washes, slides were mounted in Vectashield medium.

### 2.4 Confocal microscopy imaging

Immunostainings of the caput epididymis from the ARL13B‐CETN2 double transgenic model were acquired using a Zeiss LSM800 confocal microscope equipped with Airyscan high‐resolution capability (Zeiss Laboratories). Images were captured with 40× objective lenses (numerical aperture = 2.5–0.6) at room temperature, using optical Z‐sections for each channel. These images were then combined into a single image using the Z‐project tool in ImageJ software.

### 2.5 3D reconstruction

The 3D reconstructions of confocal acquisitions were performed using the image processing toolbox. IMARIS® software (Bitplane, version 7.5.1) was utilized for three‐dimensional reconstruction and animation of confocal image stacks using the Surpass module (Supporting Information S1: Videos 1,2, and 3).

### 2.6 Cell seeding in microfluidic plates and fluid shear stress stimulation

DC2 cells were subjected to biologically relevant shear stress through the induction of laminar fluid flow with a Bioflux 1000z (Fluxion Biosciences Inc.). This comprehensive setup comprises a microfluidic plate, a Bioflux controller capable of delivering a flow shear range spanning from 0.1 to 20 dyne/cm^2^ through an electro‐pneumatic pumping system, and an inverted microscope (ZEISS Axio Observer 7 Illumination) equipped with an sCMOS high‐speed resolution camera (Figure 2a). The experimental procedure was as follows: 20 µL of DC2 cells with a density of 4 million/mL were initially introduced to the inlet wells of microfluidic plates (910‐0047, Fluxion Biosciences) and then seeded into microchannels, pretreated with Hu plasma Fibronectin (Millipore, FC010) at 2% dilution at the first day. The cells were incubated at 33°C overnight. Forty‐eight hours of synchronization was performed on the second and third days by replacing the standard cell culture medium with a low serum medium containing 0.5% FBS. Subsequently, cells were incubated at 33°C overnight. On the final day, cells were subjected to either a static condition or were exposed to fluid shear stress at 1 dyne/cm² for 3 h. To assess the effect of shear stress on epididymal cells, a total of six experimental replicates were analyzed under static control (ST) conditions and six replicates were subjected to fluid shear stress (FL).

To investigate whether the fluid‐shear response in DC2 cells relies on primary cilia, we conducted experiments identical to those described above. This involved 24 h of synchronization and subsequent pharmacological inhibition of cilia formation for 24 h using 30 µM Ciliobrevin D (EMD Millipore, Calbiochem) in DMSO (D8418, Sigma Aldrich). Furthermore, we inhibited primary cilia formation by employing siRNA to knock down IFT88.

### 2.7 siRNA gene silencing

To circumvent the possible off‐target effects of dynein inhibition, we prevented the formation of primary cilia through the silencing of IFT88, a protein required for ciliogenesis (Taschner et al., 2012). Cells were transfected with 100 nM of a mixture of three small interfering RNAs (siRNAs) targeting different coding sequences of mouse Ift88 (186729; 186730; 186731; Thermo Fisher Scientific) for 24 h. The concentration was selected based on efficiency tests performed with concentrations ranging from 10 to 100 nM (Supporting Information S1: Figure 1). A scrambled siRNA (SC‐37007, Santa Cruz Biotechnologies) was a negative control. Transfection was carried out using Lipofectamine RNAiMAX transfection reagent (13778150, Thermo Fisher Scientific) and Opti‐MEM Reduced Serum Medium (31985070, Thermo Fisher Scientific) following the manufacturer's instructions. The effectiveness of Ift88 silencing was assessed by real‐time PCR, western blot analysis, and quantification of both the number of ciliated cells and the length of cilia. The timeline for experiments assessing the calcium signal to flow is described as follows: on the first day, cells were seeded in the microchannel density of 2 million/mL. On the second day, cells were treated with Ift88 siRNA. On the third and fourth days cells were kept in normal cell culture media and, on the fifth day, media were replaced with low‐serum media. On day six, the cells were utilized for further experimental procedures.

### 2.8 RNA sequencing

RNA extraction was performed on DC2 cells subjected to diverse flow conditions by directly injecting the RLT cell lysis buffer (Quiagen) supplemented with 10% β‐mercaptoethanol (M3148, Sigma Aldrich) into the biofluidic microchannels. Total RNA purification was performed using the RNeasy Mini Kit (Qiagen) according to the manufacturer's protocol. To eliminate potential genomic contamination, incubation with RNase‐free DNase (Qiagen) was performed. The amount of total RNA recovered was quantified using a NanoDrop 1000 microvolume spectrophotometer (Thermo Fisher Scientific). RNA sequencing libraries were prepared using the NEBNext Ultra II Directional RNA library prep kit for Illumina (New England's Biolabs Inc.). Initially, the NEBNext poly(A) (New Englands Biolabs Inc.) was used to purify 150 ng of total RNA, serving as a template for cDNA synthesis by reverse transcriptase with random primers. Adapter ligation was performed, followed by purification with the AxyPrep Mag PCR Clean‐up kit (Axygen, Big Flats) and a PCR enrichment step of 13 cycles to incorporate specific indexed adapters for multiplexing. The quality of the final amplified libraries was examined using a DNA screen tape D1000 on a TapeStation 2200, and quantification was carried out with the QuBit 3.0 fluorometer (Thermo Fisher Scientific). Subsequently, mRNA‐seq libraries with unique indexes were combined in equimolar ratio and subjected to paired‐end 100 PB sequencing on a NovaSeq. 6000 flowcell S2 at the Next‐Generation Sequencing Platform, Genomics Center, CHU de Québec‐Université Laval Research Center, Québec City, Canada. The library's average insert size was 320 bp, and the mean coverage per sample was 25 M paired‐end reads.

Following the acquisition of raw sequencing data in fastq format, their quality was validated through FastQC software (Andrews, 2010). Subsequent preprocessing involved the use of Trimmomatic (Bolger et al., 2014) for the removal of adapter content and over‐represented sequences. Trimmed sequences were then aligned to the mouse transcriptome (Mus_musculus. Ensembl110) using the Kallisto tool (Bray et al., 2016). Normalization procedures were executed utilizing the Relative Log Expression (RLE) method (Anders et al., 2013). Transcript quantifications were converted to gene quantifications using the R‐package Tximport (Soneson et al., 2015). Differentially expressed genes (DEGs) were discerned employing an FDR q‐value < 0.05 and absolute Fold Change > 1.5, facilitated by the R‐package DESeq. 2 (Love et al., 2014). Pathway enrichment analyses, encompassing Gene Ontology Biological Processes (GO: BP), Kyoto Encyclopedia of Genes and Genomes (KEGG), Reactome (REAC), and WikiPathways (WP) databases, were conducted using gene symbols as input. The R package gprofiler2 (Kolberg et al., 2020) was employed, with selected options for analysis including correction_method=fdr and user_threshold=0.05. All computational analyses were executed within the R statistical environment (version 4.3.1). All raw RNA sequencing data have been deposited in the GEO repository under accession number GSE269872.

### 2.9 Gene ontology and pathway analysis

Multiple functional analysis suites, namely DAVID, Metscape, ShinyGO, MouseMine, and STRING, were used to systematically investigate genes influenced by flow‐induced stress. Each suite provided unique insights and perspectives.

### 2.10 Cell proliferation assay

A 5‐Ethynyl‐2′‐deoxyuridine (EdU) incorporation (Click‐iT EdU, C10337, Invitrogen) assay was employed to assess the DC2 cell proliferation rate. Briefly, cells were seeded in microchannels and incubated for 2 h at 33°C to facilitate adherence to the surface. Subsequently, cells in some channels were subjected to shear stress of 1 dyne/cm^2^ for 22 h, while cells in the remaining channels were maintained in a static condition for the same duration. Following this, all cells were treated with 10 µM EdU at 33°C for 1 h. The cells were then fixed, permeabilized, and labeled using the Click‐iT reaction cocktail plus DAPI, following the manufacturer's instructions. Through quantitative analysis, the rate of proliferative cells was calculated by dividing the number of proliferative cells (EDU positive nuclei) by the total number of cells (DAPI positive nuclei) in each channel.

### 2.11 Live‐cell calcium imaging

To evaluate changes in calcium levels in DC2 cells under various conditions, cells were seeded in a Bioflux microchannel at a density of 4 million/mL and subjected to specific treatments over multiple days. The timeline for each treatment is described as follows: For the conditions named Starvation+Static and Starvation+Shear stress on the first day, cells were seeded into the microchannel. On the second day, standard cell culture media was replaced with a low‐serum media (IMDM supplemented with 1 nM DHT, Fluka, 100 µM MEM nonessential amino acids, 1 mM sodium pyruvate, 50 U/m penicillin G, and 0.5% FBS). On the third day, cells were washed with cell culture media and incubated for 1 h with 5 μM Cal‐520AM dye (ab171868, Abcam) in cell culture media at 33°C. Subsequently, cells were washed with cell culture media for 5 min, rested for 10 min, and exposed to shear stress of 1 dyne/cm^2^ for 5 min or kept under static conditions. For the condition named No starvation+shear stress, serum synchronizing was eliminated as on the first day, cells were seeded into the microchannel, and on the second day, cells were washed with cell culture media and incubated for 1 h with 5 μM Cal‐520AM dye in cell culture media at 33°C, then washed with cell culture media for 5 min, rested for 10 min, and exposed to shear stress of 1 dyne/cm^2^ for 5 min. In all experiments, cells were shielded from bright light after the treatment with calcium dye. For these experiments, images were then acquired as sequential scans every 2 s, with an interval time of 0.7 s. In these analyses, imaging was initiated approximately 5 s before initiating fluid flow under shear stress conditions. Cell boundaries were delineated manually for each capture, and ImageJ was utilized to quantify the mean fluorescence intensity of each cell at every time interval. Each graph depicts the mean ± standard error of the mean (SEM) for six experiments conducted under each condition, with a minimum of 90 cells analyzed per experiment.

To test if the fluid‐shear calcium response in DC2 cells depends on primary cilia, we blocked primary cilia formation either pharmacologically (30 uM Ciliobrevin D for 24 h) or by Ift88 siRNA techniques as previously explained. Following this, the same protocol was employed to introduce Cal‐520AM dye. The cells treated by Ift88 siRNA were fixed after the application of shear stress to determine the frequency and length of primary cilia through labeling with an acetylated tubulin (AC‐Tub) marker.

To identify the source of calcium in shear stress‐induced signaling, Thapsigargin (noncompetitive inhibitor of the Sarco/endoplasmic reticulum Ca ATPase (SERCA)) was used to prevent the release of calcium from internal stores. To determine the role of extracellular calcium in the observed calcium release, cells were subjected to shear stress in a calcium‐free medium, which blocks the entry of external calcium. For SERCA inhibition assay, DMEM (10313039, Gibco) was supplemented with 1 mM Sodium Pyruvate, 4 mM l‐Glutamine (Gibco), 25 mM HEPES (Sigma Aldrich), 10% FBS, and 0.01% DHT (pH: 7.6) in the presence or absence of 1 µM Thapsigargin. Thapsigargin was added to the cells for 15 min before the addition of the calcium probe, followed by a 5‐min washing step. For calcium‐free assays, DMEM with no calcium (21068028, Gibco), was supplemented with 2 mM sodium pyruvate, 4 mM l‐Glutamine, 25 mM HEPES, 10% FBS, 0.01% DHT, and 1 mM ethylene glycol tetraacetic acid (EGTA) (pH: 7.6).

### 2.12 Reverse transcription and quantitative real‐time PCR (RT‐qPCR)

Quantitative PCR (qPCR) was conducted to assess the relative mRNA expression levels. First‐strand complementary DNA of total RNA was synthesized using iScript RT supermix (1725038, Bio‐Rad). Primer sets for qRT‐PCR listed in Supporting Information S1: Table 3 were designed for each gene using the Primer‐Basic Local Alignment Search Tool.

A mixture of 500 nM specific forward and reverse primers and 5 μL SsoAdvanced Universal SYBR Green Supermix (1725270, BioRad) was added to 2 μL cDNA samples. The total volume was adjusted to 10 μL using diethylpyrocarbonate‐treated deionized H_2_O. An RT‐negative control and a no‐template control served as two negative controls. The samples were incubated through the following steps: (a) 5 min at 95°C, (b) 40 cycles of 15 s at 95°C, 15 s at the primer‐specific temperature (between 54°C and 66°C), and 15 s at 72°C, (c) heated from 65°C to 95°C with a rate of temperature change of 0.5°C per 0.5 s. All samples were normalized to housekeeping genes Histh4 and Rps27l. Pfaffl method was employed based on cycle threshold (Ct) comparisons between different samples to calculate fold inductions (Pfaffl, 2001).

### 2.13 Western blot analysis

Cells were lysed using RIPA buffer (150 mM NaCl, 50 mM Tris, 0.1% of SDS, 1% of Triton, 0.5% of deoxycholate, 1 mM EDTA, pH 7.4) supplemented with an anti‐proteinase cocktail (cOmplete, Mini, EDTA‐free Protease Inhibitor Cocktail, Roche). Total protein concentrations were determined utilizing a bicinchoninic acid (BCA) assay (PI23235, Thermo Fisher Scientific). For immunoblotting, 40 µg of protein samples were loaded onto a 10% polyacrylamide gel for SDS‐PAGE. Subsequently, proteins were transferred onto a PVDF membrane. The membranes were then blocked for 1 h with Tris‐buffered saline containing 5% milk and 0.1% Tween 20 (TBST), followed by overnight incubation at 4°C with the primary antibody against IFT88 in 2.5% milk in TBST (Supporting Information S1: Table 1). Following three washes with TBST, the membranes were incubated with the appropriate horseradish peroxidase‐conjugated secondary antibody (Supporting Information S1: Table 2) for 1 h at room temperature. The immunostaining was developed using the Clarity or Clarity Max Western ECL substrate (Bio‐Rad) in the ChemiDoc MP Imaging System (Bio‐Rad). Quantitative analysis was performed by measuring the intensity of band volumes using the ImageJ software and normalizing to β‐actin levels.

### 2.14 Statistical analysis

Statistical analyses were performed using GraphPad Prism version 10.1.2 and data are presented as mean ± SEM. Differences between the two groups were assessed using unpaired *t*‐tests. Comparisons among three or more groups were conducted using two‐way analysis of variance (ANOVA) followed by Tukey's post‐hoc test. A *p*‐value of less than 0.05 was considered statistically significant.

## 3 RESULTS

### 3.1 Primary cilia extend from nonproliferative and differentiated cells of the prepubertal epididymis

Before puberty, the epithelium of the epididymis undergoes significant cell proliferation and differentiation processes, which contribute to the formation of a tubule where various cell types will ensure proper sperm maturation. While primary cilia are sensory organelles contributing to cell proliferation/differentiation and present at the apical surface of epididymal epithelial cells (Bernet et al., 2018), their potential contribution to epididymis post‐natal development remains unknown. Epididymides from 2‐week‐old prepubertal mice were analyzed by confocal microscopy to assess the possible link existing between the presence of primary cilia and ciliated cells' proliferative/differentiated status. At this developmental stage, ARL13B and CENTRIN 2 positive primary cilia were identified at the surface of 40% to 60% of epididymal epithelial cells with a mean length of 3.72 ± 1.46 µm (mean ± SEM), ranging from 0.5 to 13.5 µm. (Figure 1a,b). In addition, we found that primary cilia were exclusively detected in nonproliferating epididymal cells (KI67^−^) (Supporting Information S1: Video 1). To assess whether primary cilia were exclusively present at the surface of undifferentiated cells, epididymides were stained for AQP‐9 principal cell marker, V‐ATPase (subunit A) clear cell marker. Our results indicated that, while V‐ATPase positive clear cells did not exhibit any primary cilia on their surface (Supporting Information S1: Video 2), about 33% of AQP‐9 positive principal cells did expose a primary cilium (Supporting Information S1: Video 3). Additionally, about 30% of undifferentiated ciliated cells were identified. Overall, these findings underscore that in the prepubertal epididymis epithelium, primary cilia exclusively protrude from the surface of non‐proliferative principal cells (Figure 1c).

**Figure 1:**
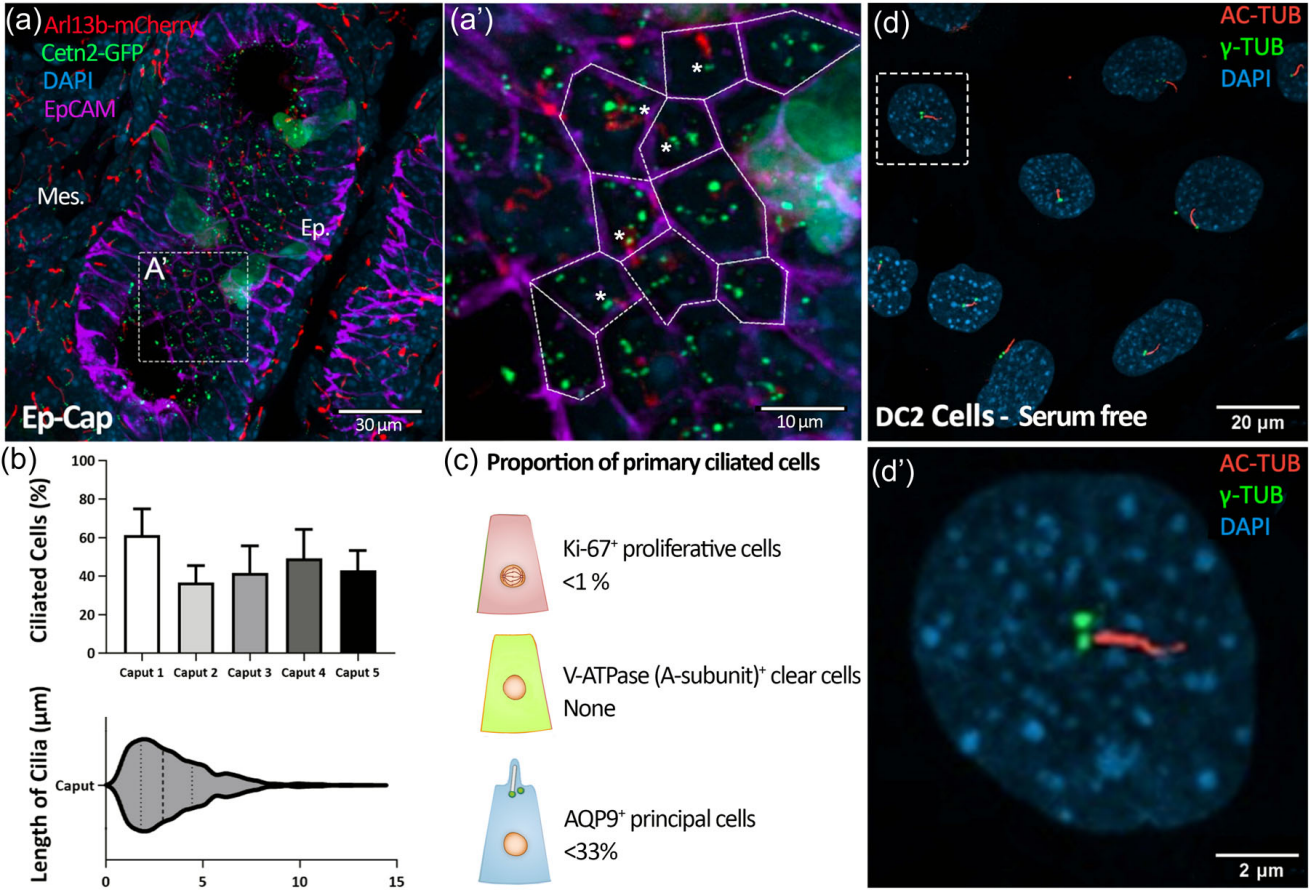
Primary cilia extend from the surface of prepubertal epididymal mouse epithelium and immortalized DC2 cells. (a) The detection of primary cilia was conducted on epididymis sections from 2‐week‐old ARL13b‐CETN2 double‐transgenic mice using confocal microscopy. Epithelial cell adhesion marker EpCAM was used to detect epithelial cell boundaries in the proximal region of the epididymis (Caput, Ep‐Cap). In the inset (A'), Arl13b‐mCherry and Cetn2‐GFP positive primary cilia are detected at the surface of some cells (stars). Mes.: mesenchyme, Ep.:epithelium. (b) The proportion of ciliated cells in the epithelium of caput epididymis and their cilia lengths were determined from *n* = 5 animals. (c) The proportion of proliferative and differentiated cells was assessed from reconstructed confocal microscopy stacks of epididymis sections from 2 weeks old ARL13b‐CETN2 double transgenic mice stained for Ki‐67 proliferation marker, V‐ATPase (subunit A) clear cell marker and AQP9 principal cell marker (see 3D reconstruction supplementary video files). (d) Under serum starvation conditions, immortalized principal cells of the epididymis (DC2 cells) extend primary cilia that are positive for acetylated tubulin (AC‐TUB, axoneme) and gamma‐tubulin (γ‐TUB, basal body).

### 3.2 Fluid shear stress promotes gene expression changes in epididymal principal cells

As epididymal ciliated cells come into contact with fluid flow originating from the testis, they are strategically positioned to regulate cellular functions in response to fluid shear stress, similar to what has been observed in the kidney (Kunnen et al., 2018; Mohammed et al., 2018). We established an in vitro system designed to replicate conditions closely resembling physiological in vivo environments to assess epididymal epithelial responsiveness to shear stress. To this aim, we used immortalized DC2 cells that derive from the distal caput principal cells of mice and that form acetylated tubulin (AC‐Tub), and gamma‐tubulin (γ‐Tub) positive primary cilia under low‐serum conditions (Figure 1d), as previously described (Girardet et al., 2022). 

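Gene expression under flow was measured by RNA-seq of 6 libraries of DC2 cells exposed to shear stress at 1 dyne/cm² for 3 h (flow) and 6 libraries of cells kept without flow (static). According to the paper's methods, RNA was treated with DNase, poly(A)-selected directional libraries were sequenced as read pairs, and the authors trimmed the reads with Trimmomatic, assigned them to the Ensembl mouse transcriptome with kallisto and summarised transcripts to genes with tximport. The deposited values are TPM, transcript abundances corrected for length, for 21509 protein-coding genes. They sum to 1000000 in each library, so they hold neither read counts nor the RLE scaling that the methods describe. The methods give a mean number of reads per sample, and TPM keep no such total. The steps that single reads leave among values under 0.3 TPM gave each library's depth relative to the median library, which was between 0.892 and 1.23 (median 1.00) under flow and between 0.934 and 1.06 (median 0.996) in static cells. Between 15580 and 16300 genes (median 15761.5) were above 0 in the flow libraries and between 15543 and 16562 (median 15689) in the static libraries. One library carries flow in its title and column name and static in its treatment label. It was counted as flow replicate 6, because the paper states 6 replicates per condition. TPM were compared as log2(TPM + 1) with limma over the 11388 genes with a mean of at least 1 TPM, with Benjamini-Hochberg adjustment. Genes were called at an adjusted p-value under 0.05 and a change of more than 1.5-fold, the thresholds of the paper's methods. Fold changes on the log2(TPM + 1) scale understate the change of genes with low TPM. Flow and static libraries of the same replicate number deviated together, and values from a fit with the replicate number as a block are given where they change a call or a count.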

After exposing DC2 cells to shear stress at 1 dyne/cm², which represents a level relevant to the physiological conditions of epithelial cells (Raghavan et al., 2014), changes in gene expression profiling were observed after shear stress (flow) compared to static (no‐flow) condition (Figure 2a). For instance, 97 DEGs displayed an upregulation exceeding 1.5‐fold change (adjusted *p* value < 0.05), while only 3 DEGs were downregulated (Figure 2b). 

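Of the 11388 genes tested, 12 were called higher under flow and 0 lower, while 438 genes had an unadjusted p-value under 0.05, of which 10 were lower by more than 1.5-fold. With the replicate number as a block, 68 genes were called higher, including all of these 12, and 0 lower, with 1266 genes at an unadjusted p-value under 0.05. The number of genes depended on single libraries. It was 0 when the library with conflicting labels was counted as static (181 genes at an unadjusted p-value under 0.05). With that library left out it was 13 higher and 0 lower, and without flow replicate 2 it was 76 higher and 11 lower. Each of the 12 genes was higher in all 6 flow libraries than in any static library.
Egr1 (ENSMUSG00000038418), on chromosome 18 of GRCm38 from 34859823 to 34864984, was at 377 ± 240 TPM (SD, n = 6) under flow and 42.5 ± 24.3 TPM (SD, n = 6) in static cells, a log2 fold change of 2.98 (standard error 0.45, limma adjusted p = 0.0160). Ccn2 (ENSMUSG00000019997), on chromosome 10 of GRCm38 from 24595442 to 24598683, was at 479 ± 188 TPM under flow and 61.1 ± 20.1 TPM in static cells, a log2 fold change of 2.91 (standard error 0.26, limma adjusted p = 0.000309). Dusp5 (ENSMUSG00000034765) rose from 31.1 ± 5.49 to 197 ± 134 TPM, with a log2 fold change of 2.36 (standard error 0.36, limma adjusted p = 0.0167). Sgk1 (ENSMUSG00000019970) rose from 31.1 ± 5.22 to 169 ± 87.1 TPM, with a log2 fold change of 2.23 (standard error 0.31, limma adjusted p = 0.0107). Phlda1 (ENSMUSG00000020205) rose from 72.9 ± 10.9 to 371 ± 203 TPM, with a log2 fold change of 2.17 (standard error 0.28, limma adjusted p = 0.00801). In the 12 fits that each left out one library, Ccn2, Sgk1 and Phlda1 were called in all 12, Egr1 in 7, with an adjusted p of up to 0.0687, and Dusp5 in 6, with an adjusted p of up to 0.0658.
Fig. 2b labels 41 genes as higher, of which Npas4 was under the filter on low TPM. The other 40 all had a higher mean under flow, with log2 fold changes from 0.93 (Jun) to 3.76 (Fosb). Of these, 11 were called, 32 with the replicate block, and 40 when adjusted over the list alone, which is not independent evidence because the study chose the genes on these libraries. On the log2(TPM + 1) scale, Fosb had the largest change on the list and was not called (limma adjusted p = 0.107, and 0.0122 with the replicate block), since its TPM varied from 4.41 to 187 between the flow libraries. By the log2 ratio of mean TPM, the change of Egr3 (6.93) was larger than that of Fosb (5.65). Fig. 2b also labels 3 genes as lower. BC024063 (ENSMUSG00000112160) was at 1.91 ± 0.264 TPM under flow and 2.98 ± 0.580 TPM in static cells, with a log2 fold change of -0.44 (standard error 0.13, limma adjusted p = 0.414). Pla2g4b (ENSMUSG00000098488), at 0.264 ± 0.224 and 1.03 ± 0.434 TPM, and Dnah2 (ENSMUSG00000005237), at 0.0199 ± 0.0135 and 0.207 ± 0.162 TPM, were under the filter on low TPM. By two-sided exact permutation tests of log2(TPM + 1), p was 0.00649 for BC024063, 0.00433 for Pla2g4b and 0.0346 for Dnah2 (0.0216, 0.0216 and 0.0409 after Benjamini-Hochberg adjustment over the 10 such tests run), with lower TPM in 6, 6 and 5 of the 6 same-numbered pairs. With permutations within these pairs only, exact p was 0.0625 for Dnah2 and 0.0313 for BC024063 and Pla2g4b, the smallest that 6 pairs allow, before adjustment.
The first principal component (34.4% of the variance) separated replicates 1 to 3 from 4 to 6 in both groups. Within replicates 1 to 3, 5 genes were called higher under flow, and within replicates 4 to 6, 56 were, with 0 lower in both. The median log2 fold change of the 40 genes of Fig. 2b was 1.00 within replicates 1 to 3 and 2.63 within replicates 4 to 6. From the DEGs found under flow, the paper concludes that shear stress has a major impact on the control of gene expression in the epididymis.

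**Figure D1:**
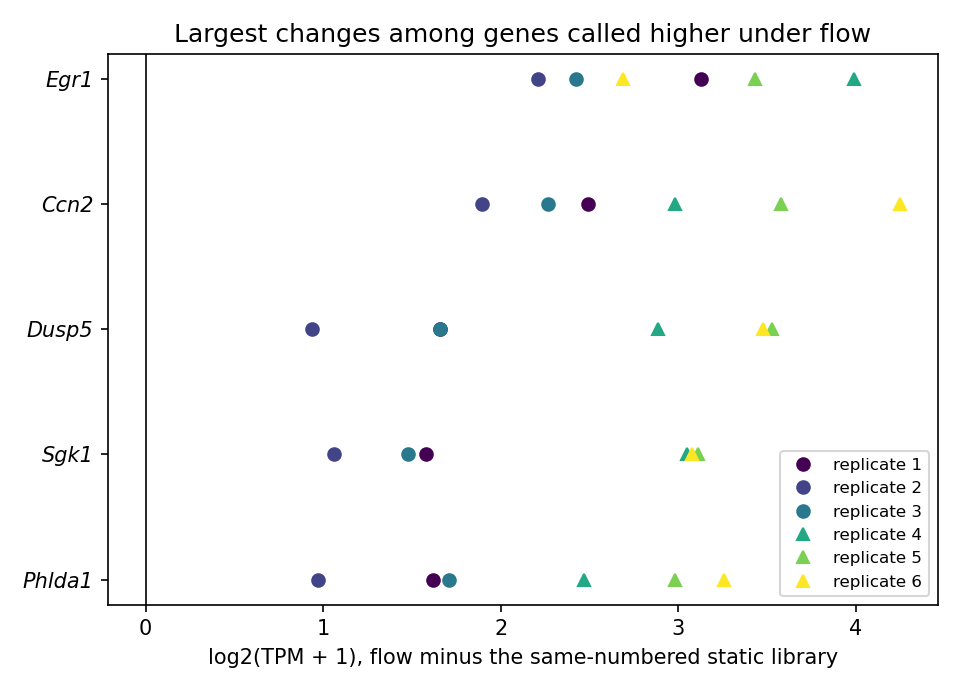
Change in log2(TPM + 1) between each flow library and the static library of the same replicate number (x axis) for the 5 genes with the largest fold change among those called higher under flow (y axis). Circles are replicates 1 to 3, triangles are replicates 4 to 6, and every point lies above 0, with Egr1 between 2.21 in replicate 2 and 3.99 in replicate 4.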

By mimicking shear conditions met by ciliated epididymal cells at the early stages of post‐natal development, our results underscored the major impact that physical shear stress exerts on the control of epididymal gene expression.

**Figure 2:**
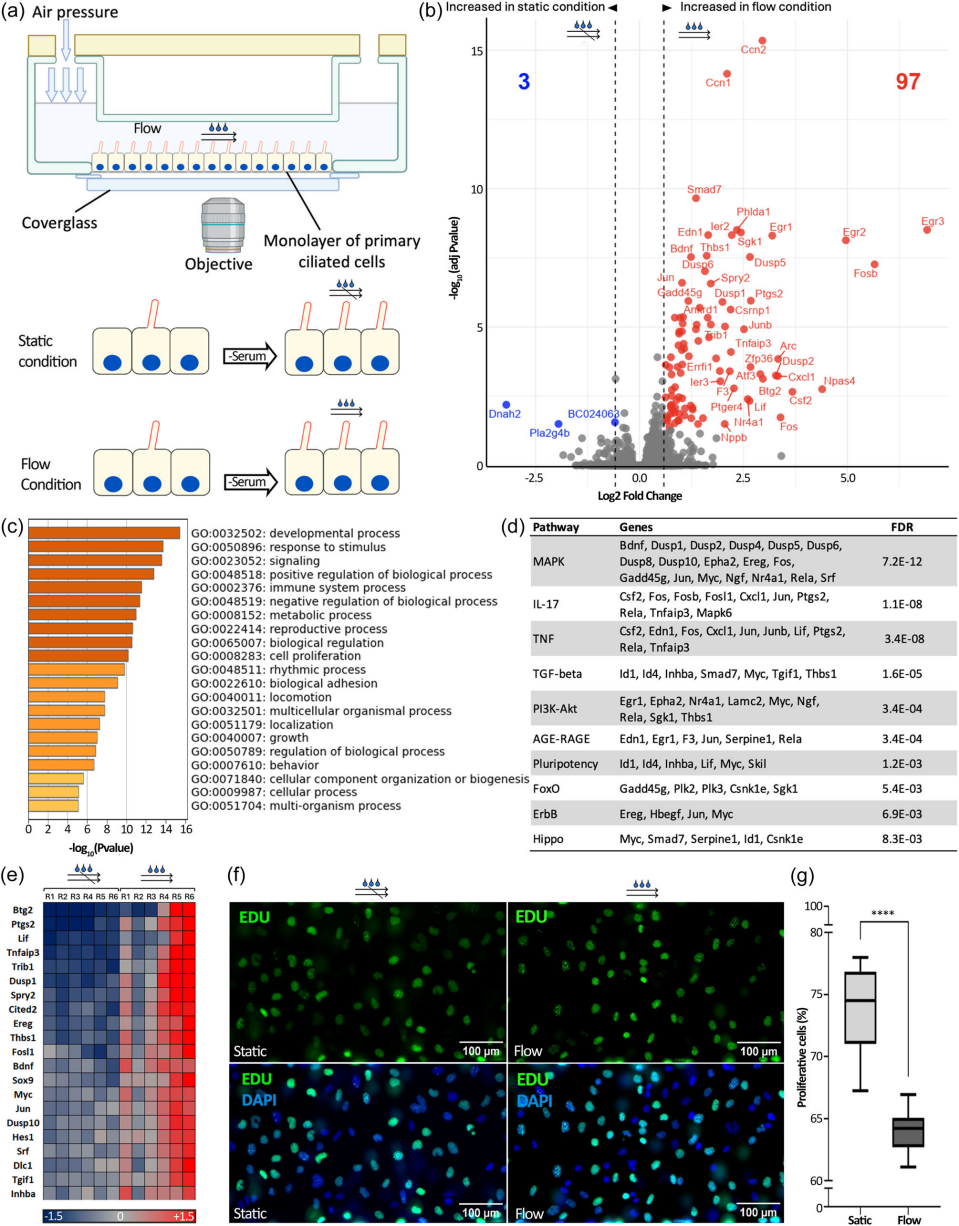
Epididymal principal cells are responsive to fluid shear stress. (a) A schematic of the Bioflux microfluidic system used for cell culture under fluid flow conditions is presented. The system consists of microchannels connecting an inlet well to an outlet, with fluid flow generated by air pressure from a pump. The experimental design involved culturing DC2 cells in microfluidic channels, followed by 48 h of serum starvation to induce primary cilia formation and exposure to either fluid flow or static conditions for 3 h. (b) Volcano plot of gene expression profiling comparing fluid flow and static conditions in DC2 cells. Differential gene expression is presented as log_2_ comparisons of transcripts per million (TPM) values, with upregulated genes in red, downregulated genes in blue (fold regulation> 1.5; P‐adj < 0.05), and nonsignificant changes in gray. (c) Histogram of the main biological processes identified from gene ontology (GO) term enrichment analysis of 143 BPs using algorithms from ShinyGO, DAVID, STRING, Metascape, and MouseMine (Padj < 0.05). (d) Pathway enrichment analysis highlighting pathways significantly influenced by shear stress and the associated genes. (e) Heat map displaying genes associated with cell proliferation. Color range indicates Log_2_FC > 1.5 (upregulated genes); Log_2_FC < –1.5 (downregulated genes). (f) Assessment of proliferative cell rates between static and shear stress conditions over 24 h by EdU incorporation assay. All cells are counterstained with DAPI (blue), and proliferating cells incorporating EdU are detected in green. (g) A significant reduction in EdU incorporation was observed under shear stress conditions. Results are presented as means ± SEM (*n* = 12).

The comprehensive gene ontology (GO) analysis was conducted on these datasets to gain a deeper understanding of the biological processes (BPs) regulated by shear stress‐induced DEGs. In the process of selecting enriched BPs affected by shear stress, a comprehensive approach was used based on different analysis suites, including ShinyGO, DAVID, STRING, Metascap, and MouseMine. Specifically, 23 BPs stand out in all five analyses that exhibited consistent enrichment across all analysis suites and demonstrated significant P‐adj < 0.05 (Supporting Information S1: Table 4). Furthermore, 120 GOs terms consistently emerged from at least 4/5 analyses which brings to 143 BPs potentially affected by flow and the main axes of these BPs are summarized in Figure 2c. The analysis revealed a predominant nuclear localization of DEGs products, with 60% being localized in this subcellular compartment. Clear functional enrichment of DNA binding, regulation of polymerase II, MAP‐Kinase activity, protein‐kinase activity, tyrosine/threonine phosphatase activity, and activity of growth factors were identified, suggesting that shear stress collectively regulates the transcription and translation of genes, influencing the synthesis of proteins and, consequently, various epididymal cell functions.

The exploration of the most representative BPs associated with DEGs revealed regulation of apoptotic processes, vascular development, transcriptional process, and response to growth factors that specifically involve ERK1 and ERK2 cascade, MAPK cascade, mechanical stimulus‐response, inflammatory response, injury response, and drug response. These subprocesses collectively reflect a complex signaling network activated by shear stress and leading to a range of responses associated with MAPK, ERK1, and ERK2 cascades, including cell death, differentiation, and proliferation (Supporting Information S1: Figure 2).

Among signaling pathways that were highly enriched are the MAPK/IL‐17/TGF‐β/and TNF signaling pathways, emphasizing their role in fluid‐flow response (Figure 2d). 

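Fig. 2d assigns 18 genes to MAPK signaling, 10 to IL-17 signaling, 10 to TNF signaling and 7 to TGF-β signaling. All were tested, and each had a higher mean under flow than in static cells, as had every gene of the other pathways in that figure. Log2 fold changes ran from 0.18 (Rela) to 2.36 (Dusp5) for MAPK, from 0.18 (Rela) to 3.76 (Fosb) for IL-17, from 0.18 (Rela) to 2.62 (Cxcl1) for TNF and from 0.45 (Id4) to 1.47 (Thbs1) for TGF-β. In the limma fit over all genes, Bdnf and Dusp5 were called for MAPK, Ptgs2 for IL-17, Edn1 and Ptgs2 for TNF and Smad7 for TGF-β. In the same order, the numbers called were 12, 7, 6 and 6 without flow replicate 2, and 0, 0, 1 and 0 without flow replicate 4. With the replicate number as a block, the numbers called were 12 of 18 for MAPK, 5 of 10 for IL-17, 6 of 10 for TNF and 6 of 7 for TGF-β. When adjusted over the list alone they were 17, 8, 9 and 6, which is not independent evidence because the genes were chosen on these libraries. Several genes, such as Fos, Jun and Rela, belong to more than one of the pathways, so the lists are not separate measurements. The enrichment itself was not recomputed, because no pathway annotation was used here.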

Overall, this study underscores the complexity of pathway interactions and gene distributions in flow‐induced changes.

### 3.3 Shear stress negatively impacts cell proliferation

The functional enrichment analysis of DEGs revealed that shear stress consistently influences the negative regulation of cell proliferation, a biological function emphasized in all five algorithms used. For instance, Figure 2e illustrates the corresponding heat map, depicting the expression patterns of genes particularly involved in cell proliferation. 

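Each of the 21 genes of Fig. 2e was higher on average under flow, with log2 fold changes from 0.71 (Dlc1) to 2.13 (Btg2) and a median of 1.22. Of these, Bdnf and Ptgs2 were called in the limma fit over all genes and 15 of 21 with the replicate number as a block. The number called was 19 with library weights, 18 without flow replicate 2, and 0 without flow replicate 4 or static replicate 1 or 2. All 21 passed when adjusted over the list alone, which is not independent evidence because the figure selected them on these libraries. A list of 30 genes expressed in dividing cells, such as Tyms and Cdt1, did not move in this way. Their log2 fold changes ran from -0.08 (Cdt1) to 0.14 (Tyms), with a median of 0.015, 18 higher and 12 lower. Of these, 0 were called and 0 had an unadjusted p-value under 0.05, and 0 passed when adjusted over the list alone. As a set they did not differ between flow and static cells by limma's camera test with a preset correlation between genes of 0.01 (p = 0.0530) or by its rotation test fry (p = 0.784). With the replicate number as a block, camera with the same preset correlation gave p = 0.0372 and fry gave p = 0.723, so the call by camera did not hold under fry. According to the paper's methods, these cells were held in low serum before 3 h of flow. The paper's EdU assay used a longer flow in newly seeded cells, so these markers do not test its result.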

While these findings support the contribution of shear stress on the regulatory mechanisms governing cell proliferation, this was further investigated through the use of a fluorescent cell proliferation assay under diverse shear conditions. Mechanically induced changes in DC2 proliferation were assessed by subjecting cells to either 1 dyne/cm^2^ or static conditions for 22 h.

The Click‐iT EdU Cell proliferation assay was employed to label and quantify proliferating cells. This assay was initially validated by comparing the proliferation rate of DC2 cells in normal culture media versus in low‐serum media, confirming its accuracy (Supporting Information S1: Figure 3). Utilizing the Click‐iT EdU assay, we observed a decrease in the proportion of EdU‐positive proliferative cells from 73.91 ± 0.95 under static conditions to 63.95 ± 0.48 under shear stress conditions (*p* < 0.0001), as shown in Figure 2f,g. These results emphasize the role of shear stress in reducing cell proliferation and are consistent with the negative regulation of the cell proliferation pathways identified through RNA‐seq/in‐silico analyses.

### 3.4 Shear stress augments calcium influx on epididymal cells

Intracellular Ca^2+^ signals as a pivotal second messenger capable of influencing downstream shear stress response, as previously described by Praetorius H.A., et al., from Madin–Darby canine kidney (MDCK) cells (Praetorius & Spring, 2001). To elucidate the impact of fluid shear stress on the elevation of intracellular calcium flux and the source of calcium in this response, a series of experiments were conducted by using a fluorescent calcium probe on epididymal DC2 cells. Under static conditions, a minimal calcium response was observed, with a Ca^2+^ signaling peak close to the baseline (1.28 ± 0.21, arbitrary units(a.u)). Following exposing cells to fluid shear stress of 1 dyne/cm^2^, a rapid increase in intracellular calcium signaling was observed, reaching a peak at 2.44 ± 0.40 a.u. This was observed in the presence of serum, a condition where both nonciliated proliferative cells and resting ciliated cells coexist. Moreover, under serum starvation, a condition that forces cells to enter a quiescent state and stimulate cilia formation, a markedly higher signal was observed, with the peak of Ca^2+^ reaching 3.86 ± 0.34 a.u. This suggests that either the presence of serum itself or an increase in primary cilia frequency potentializes the calcium response to shear stress (Figure 3a,b).

**Figure 3:**
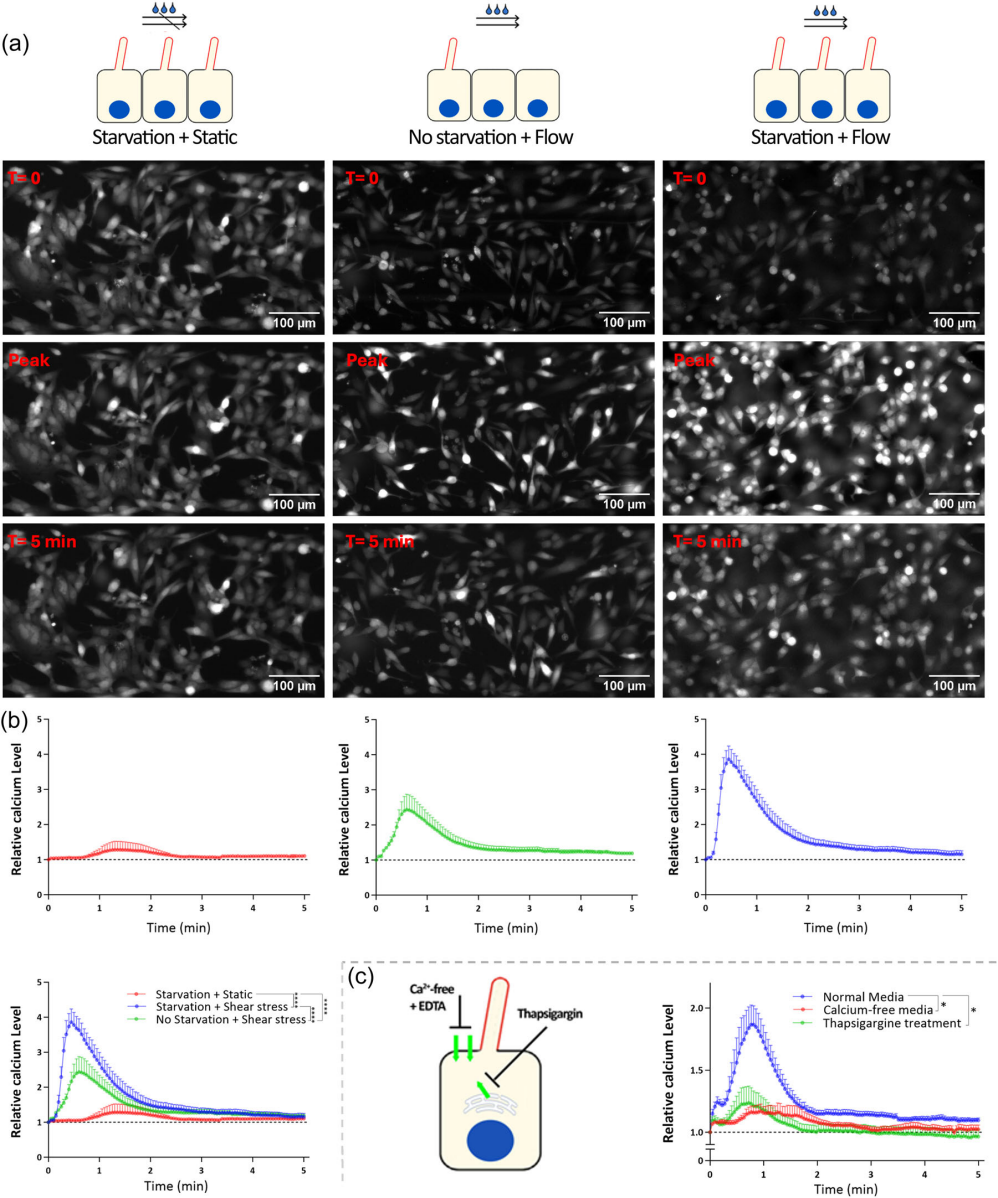
Fluid shear stress induces a rise of intracellular calcium in epididymal principal cells. (a) Time‐lapse imaging of intracellular calcium signals in DC2 cells cultured in BioFlux microfluidic channels under three conditions: Starvation + Static, No Starvation + Flow, and Starvation + Flow where starvation induces primary cilia elongation by arresting the cell cycle in the G0/G1 phase. Calcium probe signaling was acquired at T = 0 (preflow initiation), at the time that the average calcium signal across all cells reached the maximum and 5 min post‐flow initiation. (b) Quantification of relative calcium levels over time (sampled every 3 s for 5 min) under the specified conditions. Data are presented as means ± SEM (*n* = 6). (c) Quantification of intracellular Ca^2+^ signaling in response to fluid shear stress was performed in a control condition, in the presence of the SERCA pump inhibitor, thapsigargin (1 µM), or in the presence of a calcium‐free media containing 1 mM EGTA. Data are expressed as mean ± SEM (*n* = 6).

To explore the source of the flow‐induced release of Ca^2+^, thapsigargin, an inhibitor of the sarco/endoplasmic reticulum Ca^2+^ ATPase (SERCA), was employed to deplete intracellular Ca^2+^ stores from the cells. The depletion of intracellular Ca^2+^ stores resulted in a 73% reduction in the peak of Ca^2+^ signaling (from 1.87 ± 0.15 a.u. under normal conditions to 1.23 ± 0.14 a.u. under thapsigargin treatment). Additionally, the influence of extracellular Ca^2+^ was investigated by exposing cells to calcium‐free media supplemented with EGTA (1 mM) in shear stress conditions. Depletion of extracellular Ca^2+^ sources led to an 80% reduction in a peak for Ca^2+^ signaling (1.17 ± 0.06), suggesting that the downstream mechanosensory response is mediated by extracellular calcium influx across the plasma membrane (Figure 3c).

Overall, fluid shear stress significantly increased intracellular calcium signaling in epididymal DC2 cells, particularly in the absence of serum, indicating a potential enhancement of the cells' calcium response by increased cilia frequency. This response involves the release of calcium from intracellular stores triggered by extracellular calcium influx.

### 3.5 Primary cilia mediate a mechano‐sensory response to shear stress

Recognizing the role of primary cilia as mechanosensors in various biological systems (Nguyen & Jacobs, 2013; Saad Md ZubayerMohieldin et al., 2016; Spasic & Jacobs, 2017), we explored their involvement in modulating the responsiveness of epididymal cells to shear stress. To this aim, the response of DC2 cells to shear stress was assessed following the blockade of primary ciliogenesis through pharmacological and siRNA approaches. Following the pharmacological blockage of primary ciliogenesis by Ciliobrevin D, a reversible and specific inhibitor of cytoplasmic dynein that causes a marked reduction in primary cilia length in DC2 cells (Girardet et al., 2020), we observed a complete loss of the calcium response elicited by shear stress (Supporting Information S1: Figure 4a) as well as significant changes in the expression of some shear‐stress responsive genes, including plasminogen activator inhibitor‐1 (Serpine1) and cellular communication network factor 2 (Ccn2) (Supporting Information S1: Figure 4b).

To circumvent the possible off‐target effects of ciliobrevin D, we used a siRNA strategy to prevent the formation of primary cilia by silencing *Ift88*, a gene that encodes a protein essential for ciliogenesis (Taschner et al., 2012). Confirmatory analyses showed that following transfection with Ift88 siRNA (Ift88‐KD), the relative mRNA levels and the relative protein levels were reduced by 3.2 and 3.7 times, respectively, compared to cells transfected with control siRNA (Figure 4a,b). Furthermore, Ift88 knockdown significantly reduced the number of ciliated cells (by 40%) as well as cilia length, as they were on average 1.1 ± 0.07 µm shorter than those formed by control DC2 cells (Figure 4c,d), thus confirming the effectiveness of our silencing strategy (Figure 5).

**Figure 4:**
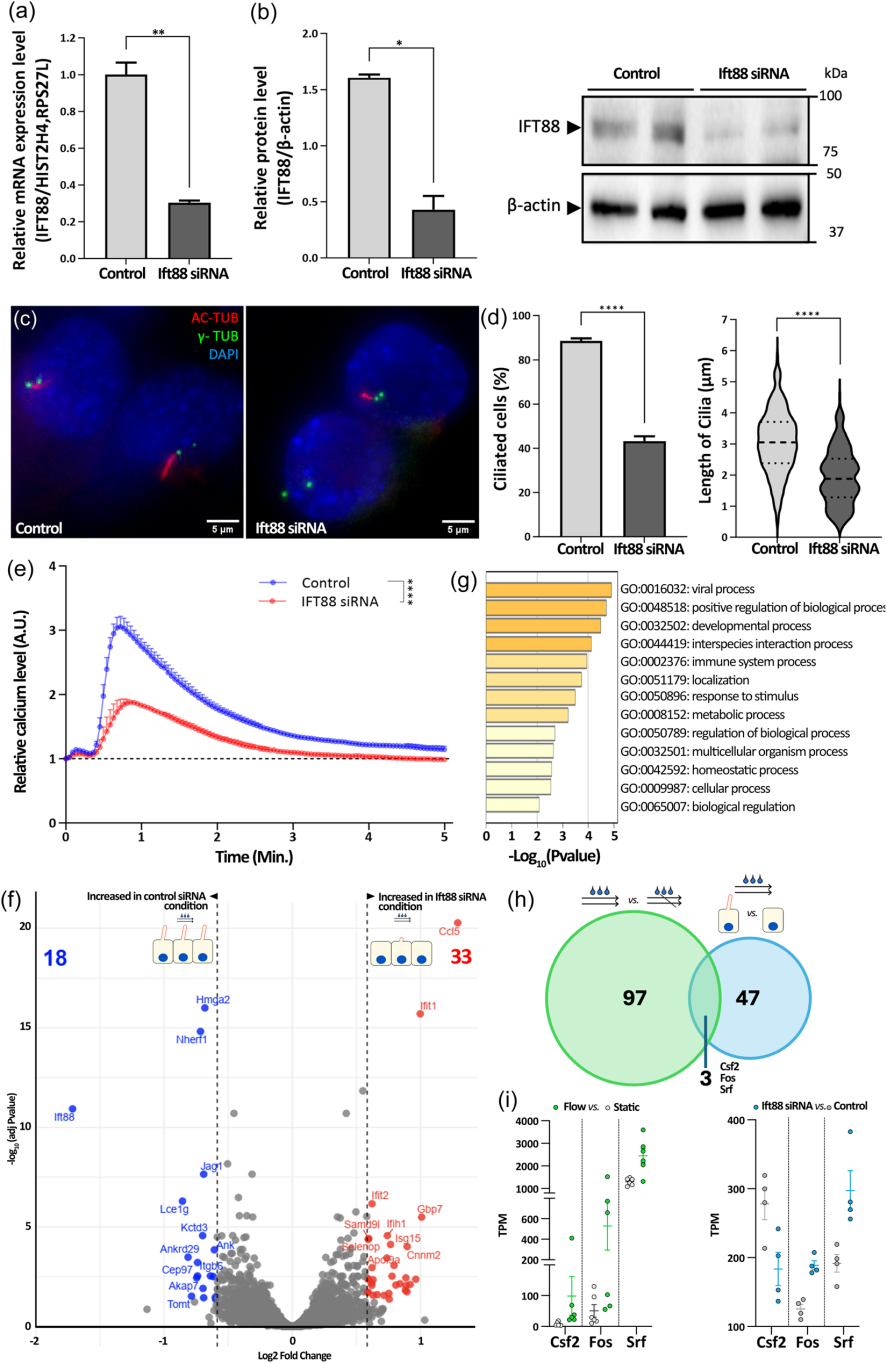
The blockage of primary ciliogenesis initiates alterations in calcium signaling and gene expression under flow conditions. (a,b) The efficiency of Ift88 Knockdown was confirmed by Quantitative PCR and Western blot analyses on cells transfected with either siRNA targeting Ift88 (Ift88 siRNA) or scrambled control siRNAs (Control). (c,d) Examination of ciliary features following staining with AC‐TUB/γ‐TUB indicates a decrease in the proportion of ciliated cells and the detection of shorter cilia in cells transfected with Ift88 siRNA compared to controls (*n* = 3, means ± SEM). (e) Comparative analysis of shear stress‐induced calcium signaling in DC2 cells indicates a significant reduction of calcium signaling in cells transfected with Ift88 siRNA compared to controls (*n* = 3, means ± SEM). (f) Volcano plot illustrating gene expression changes detected by RNA sequencing in DC2 cells transfected with Ift88 siRNA versus controls, underflow condition. (g) Gene Ontology (GO) analysis of the altered transcriptome, highlighting enriched biological functions affected by primary ciliogenesis impairment. (h) Venn diagram illustrating the overlap of specific transcriptional modulations observed in response to fluid flow and Ift88 knockdown conditions. (i) Srf, Csf2, and Fos, are genes both responsive to shear stress and the presence of primary cilia, as illustrated on dot plots.

**Figure 5:**
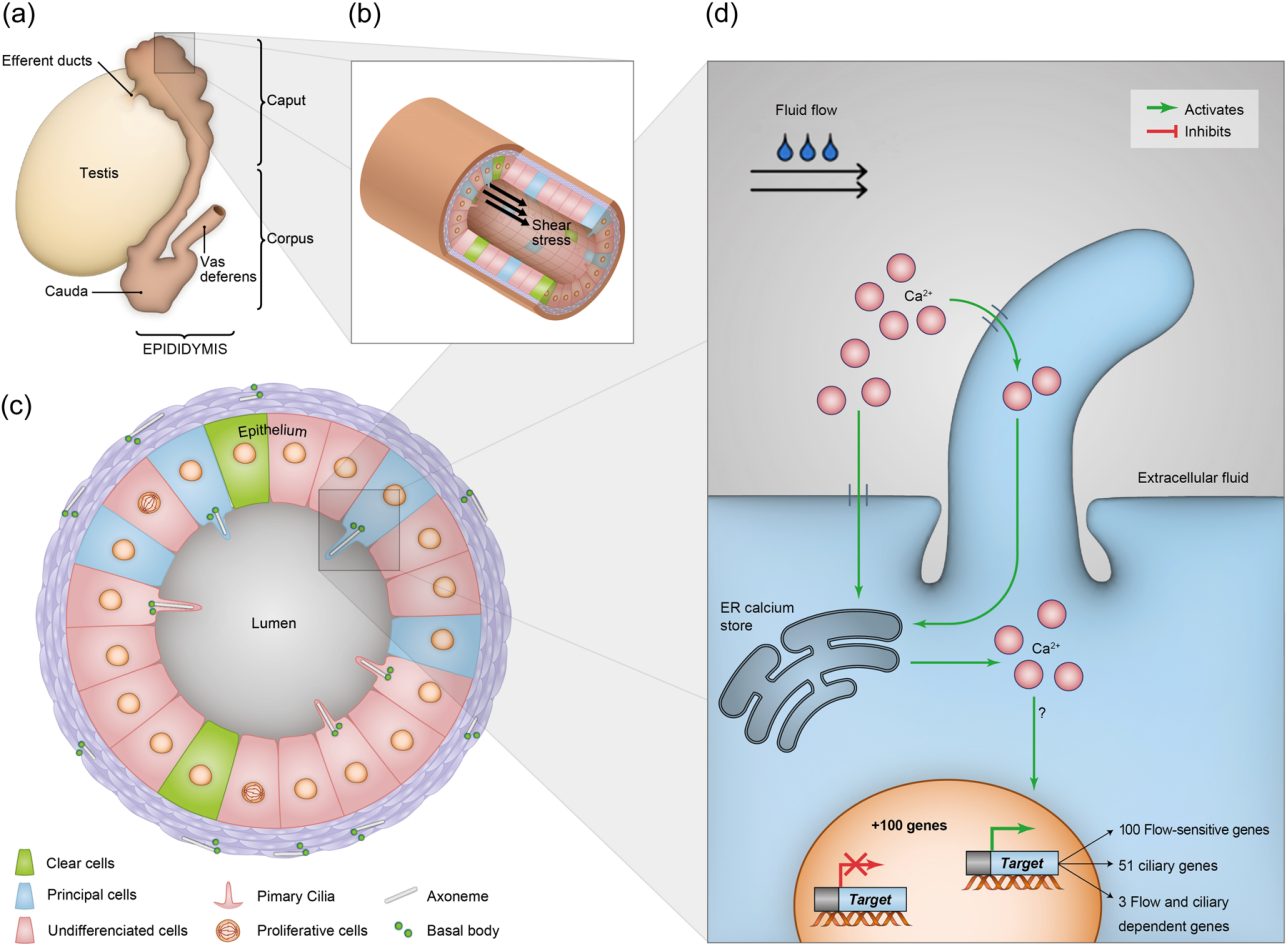
Influence of shear stress on epididymis epithelial cells through primary cilia mechanosensory signaling. (a) Anatomical illustration of the male reproductive system highlighting the epididymis three main segments: caput, corpus, and cauda. (b) Luminal fluid flow‐induced shear stress within the epididymal duct. (c) Cross‐sectional diagram of the epididymal epithelium showing various cell types including undifferentiated cells, differentiated principal, and clear cells. Primary cilia elongate from the basal body of undifferentiated cells and principal cells. (d) Fluid shear stress‐induced calcium signaling and gene expression in principal cells. Fluid flow induces Ca²⁺ influx through the primary cilium, activating the release of calcium from endoplasmic reticulum and leading to the modulation of over 100 genes, including flow‐sensitive genes, cilia‐dependent genes, and genes dependent on both flow and the presence of cilia.

Blocking primary cilia formation resulted in a 55% reduction in relative calcium signaling. The peak of Ca^2+^ signaling decreased from 3.05 ± 0.16 a.u. in cells treated with control siRNA to 1.92 ± 0.05 a.u. in Ift88‐knockdown cells (Figure 4e), demonstrating that the primary cilium and the associated protein IFT88 play a crucial role in transducing signals, particularly calcium, related to fluid flow‐induced mechanotransduction. To determine the role of primary cilia in the gene expression changes elicited by shear stress, RNA‐seq analysis was conducted on shear stress‐stimulated DC2 cells following Ift88 silencing. 

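RNA-seq after Ift88 silencing covered 4 libraries of DC2 cells transfected with siRNA against Ift88, which encodes a protein of the intraflagellar transport needed to build cilia, and 4 libraries of cells transfected with control siRNA. The siRNA concentration was 100 nM, and both groups were exposed to shear stress at 1 dyne/cm² for 3 h according to the paper, while the sample labels do not name flow. The 2 groups therefore compare cells under flow with and without silencing. No library held static cells with siRNA, so whether an effect of silencing depends on flow cannot be tested here. Reads were processed by the authors as for the other experiment and deposited as TPM in a separate table, so that levels are compared within a table only. The relative depth read from the lowest TPM values was between 0.925 and 1.32 (median 1.00) with Ift88 siRNA and between 0.935 and 1.06 (median 1.00) with control siRNA. Between 15713 and 16682 genes (median 16232.5) were above 0 with Ift88 siRNA and between 15292 and 15382 (median 15347.5) with control siRNA. The 11209 genes with a mean of at least 1 TPM over these 8 libraries were compared with limma on log2(TPM + 1), with the same thresholds.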

The alterations in gene expression were displayed on a volcano plot, contrasting the log_2_‐transformed TPM values of cells for these two conditions. 

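Of the 11209 genes tested, 17 were called higher and 8 lower with Ift88 siRNA than with control siRNA, 71 passed the adjusted p-value alone (51 higher and 20 lower) and 1561 had an unadjusted p-value under 0.05. The count was 6 with no filter on low TPM (3 higher and 3 lower) and 48 with limma's library weights (35 higher and 13 lower). With the replicate number as a block it was 44 (32 higher and 12 lower). With median-of-ratios scaling of the TPM, 12 were higher and 10 lower. It fell to 11 genes both without Ift88 siRNA replicate 1 (4 higher and 7 lower) and without control siRNA replicate 1 (7 higher and 4 lower).
The largest increase among genes with a measurable control level was that of Ccl5 (ENSMUSG00000035042), at 163 ± 13.7 TPM (SD, n = 4) with Ift88 siRNA and 65.7 ± 8.50 TPM (SD, n = 4) with control siRNA, a log2 fold change of 1.302 (standard error 0.09, limma adjusted p = 5.01e-05). Oasl1 (ENSMUSG00000041827), with a log2 fold change of 1.01 (standard error 0.17, limma adjusted p = 0.0238), was called in 3 of the 8 fits that each left out one library. Ifit1 (ENSMUSG00000034459), at 28.3 ± 3.94 against 13.9 ± 1.02 TPM, had a log2 fold change of 0.97 (standard error 0.11, limma adjusted p = 0.00206). Isg15 (ENSMUSG00000035692), at 48.6 ± 3.56 against 28.1 ± 4.77 TPM, had a log2 fold change of 0.79 (standard error 0.11, limma adjusted p = 0.00855). Ccl5, Ifit1 and Isg15 were called in all 8 of these fits. Rsc1a1 (ENSMUSG00000040715) was listed at or near 0 in all 4 control libraries and at 0.660 to 5.51 TPM with Ift88 siRNA. It overlaps Ddi2 on the same strand in the annotation, so reads of one gene can be assigned to the other, and it was called in 1 of the 7 such fits in which it passed the filter.
Among the genes called lower, Nherf1 (ENSMUSG00000020733) was at 46.6 ± 5.22 TPM with Ift88 siRNA and 75.2 ± 3.51 TPM with control siRNA, a log2 fold change of -0.68 (standard error 0.08, limma adjusted p = 0.00223). Jag1 (ENSMUSG00000027276), at 34.4 ± 4.595 against 54.7 ± 5.90 TPM, had a log2 fold change of -0.66 (standard error 0.10, limma adjusted p = 0.0119) and was called in 6 of the 8 fits that left out one library. Ccl20 (ENSMUSG00000026166), with a log2 fold change of -0.69 (standard error 0.14, limma adjusted p = 0.0485), was called in 1 of them. Lce1g (ENSMUSG00000027919), at 76.4 ± 8.23 against 136 ± 24.3 TPM, had a log2 fold change of -0.82 (standard error 0.11, limma adjusted p = 0.00855), and its value is uncertain because it belongs to a family of near-identical genes that share reads. In each of these genes the 2 groups did not overlap.
All 10 genes that Fig. 4f labels as higher were called higher, and the 12 that it labels as lower were all lower on average, of which 6 were called (Hmga2, Ift88, Jag1, Kctd3, Lce1g and Nherf1). Adjusted over the list alone, 10 and 8 were called, which is not independent evidence because the figure labels genes chosen on these libraries.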

Notably, 33 genes (highlighted as red dots) displayed an upregulation under shear stress, and 18 genes (highlighted as blue dots) demonstrated a downregulation in response to fluid shear stress (FC > 1.5, Padj < 0.05) when primary cilia formation was impaired (Figure 4f). This includes a substantial reduction in the expression of Ift88, providing robust confirmation of the effective knockdown achieved through Ift88 siRNA.

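Ift88 (ENSMUSG00000040040), on chromosome 14 of GRCm38 from 57424062 to 57517936, was lower in all 4 Ift88 siRNA libraries than in any control library. Its level was 1.295 ± 0.326 TPM (SD, n = 4, range 0.917 to 1.71) with Ift88 siRNA and 4.14 ± 0.0541 TPM (SD, n = 4, range 4.08 to 4.21) with control siRNA, so that 31.3% of the control level was left. The log2 fold change was -1.17 on the log2(TPM + 1) scale (standard error 0.13, limma adjusted p = 0.00212), the largest decrease among the genes called, and a two-sided exact permutation test gave p = 0.0286, the smallest that 4 libraries against 4 allow (0.0408 after Benjamini-Hochberg adjustment over 10 tests). With each library left out in turn, the log2 fold change stayed between -1.26 and -1.09 and Ift88 was called in all 8 fits.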

GO enrichment analysis of DEGs revealed a significant enrichment of biological terms, including regulation of cellular component biogenesis and inner ear receptor cell differentiation (Supporting Information S1: Figure 5). 

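The 10 genes that Fig. 2d assigns to TNF signaling on their response to flow were also tested under Ift88 siRNA. Relative to control siRNA, 5 were higher and 5 lower, with log2 fold changes from -0.58 (Csf2) to 0.56 (Fos). In the limma fit over all genes, 0 of the 10 were called, while 5 had an unadjusted p-value under 0.05. With a pseudocount of 0.1, 1 was called higher, and with library weights 1 was called lower (Csf2). Adjusted over the list alone, 3 passed the adjusted p-value and 0 of them changed by more than 1.5-fold. The genes were chosen by the study on the flow and static libraries, which are not part of this comparison. The enrichment of TNF signaling among genes changed by Ift88 siRNA was not recomputed, so these 10 genes do not test it.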

TNF signaling, which contributes to the regulation of cell growth, differentiation, and immune response (Larson et al., 2020; Moustakas et al., 2002; Zhang et al., 2017), was highlighted as a major pathway responsive to shear stress in a primary cilia‐dependent manner. Association of this pathway with immune response and the presence of immune system development GO term supports the contribution of primary cilia to immune response, as previously evidenced (Girardet et al., 2020). Additionally, the data set showed relevance to developmental processes such as “morphogenesis of an epithelial sheet” and “immune system development” suggesting a fundamental role of primary cilia in the broad spectrum of cell development and differentiation. To expand on our analysis, broader BPs enriched in our DEG data set were identified. These include biological regulation, response to stimulus, and developmental processes (Figure 4g). These categories cover a wide range of cellular activities, demonstrating the significant impact of primary cilia's mechanosensory functions on cellular behavior. Among DEGs, the expressions of Srf, Csf2, and Fos were modulated under the control of both primary cilia and shear stress (Figure 4h,i), confirming the contribution of epididymal primary cilia in the regulation of target gene expression in response to shear stress.

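Csf2 (ENSMUSG00000018916, chromosome 11, 54247271 to 54249667), Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) and Srf (ENSMUSG00000015605, chromosome 17, 46548329 to 46556175; all GRCm38) had a higher mean under flow than in static cells and changed in different directions under Ift88 siRNA. Csf2 was at 10.6 ± 16.8 TPM (SD, n = 6) under flow and 0.789 ± 0.557 TPM (SD, n = 6) in static cells, a log2 fold change of 1.93 (standard error 0.53, limma adjusted p = 0.389). Flow replicate 6 held 44.6 TPM, and without it the log2 fold change was 1.37 (limma adjusted p = 0.0973, within a range of 0.0911 to 0.790 over the fits that each left out one library). Fos was at 18.1 ± 20.6 against 1.78 ± 1.84 TPM, with a log2 fold change of 2.13 (standard error 0.71, limma adjusted p = 0.800), and it was called only with the replicate number as a block (limma adjusted p = 0.0292) among the settings chosen before the data were examined. Srf was at 71.2 ± 25.0 against 38.2 ± 2.71 TPM, with a log2 fold change of 0.81 (standard error 0.19, limma adjusted p = 0.161), and it was called with library weights (limma adjusted p = 0.00645) and without flow replicate 2 (limma adjusted p = 0.00405). By two-sided exact permutation tests of log2(TPM + 1), p was 0.00216 for Csf2, the smallest that 6 against 6 allow, 0.0368 for Fos and 0.00866 for Srf (0.0216, 0.0409 and 0.0216 after Benjamini-Hochberg adjustment over 10 tests). All 3 genes were higher under flow in 6 of 6 same-numbered pairs. The change in log2(TPM + 1) within a pair was 0.62 to 1.50 for Fos in replicates 1 to 3 and 2.38 to 3.91 in replicates 4 to 6.
With Ift88 siRNA, Csf2 fell to 32.8 ± 7.35 TPM (SD, n = 4) from 49.2 ± 7.56 TPM (SD, n = 4) with control siRNA, a log2 fold change of -0.58 (standard error 0.15, limma adjusted p = 0.106). Fos rose to 11.3 ± 0.948 from 7.37 ± 0.775 TPM, a log2 fold change of 0.56 (standard error 0.11, limma adjusted p = 0.0480), which is under the 1.5-fold threshold on the log2(TPM + 1) scale. Srf rose to 18.5 ± 3.70 from 11.7 ± 1.64 TPM, a log2 fold change of 0.61 (standard error 0.14, limma adjusted p = 0.0739). With the replicate number as a block, Srf was called (limma adjusted p = 0.0238). Two-sided exact permutation tests on the same scale gave p = 0.0571 for Csf2 and p = 0.0286 for both Fos and Srf, the smallest that 4 against 4 allow (0.0571, 0.0408 and 0.0408 after adjustment over the same 10 tests). Fos and Srf moved in the same direction under Ift88 siRNA as under flow, and Csf2 in the opposite direction.
Of the 10895 genes tested in both experiments, 12 were called under flow and 22 under Ift88 siRNA, and 0 in both. With so few called genes only 0.0242 would be shared by chance, so this count cannot show fewer shared genes than chance. At an unadjusted p-value under 0.05, 89 genes passed in both, where 57.5 would by chance if genes were independent. With the replicate number as a block in the flow fit, 68 genes were called under flow and 1 of them, Id3, under Ift88 siRNA, where 0.137 would be shared by chance. Under Ift88 siRNA, the 12 genes called higher under flow had a median log2 fold change of 0.0082, with 7 higher and 5 lower, and the 68 genes called with the block had a median of 0.056, with 43 higher and 25 lower. The 40 genes tested from Fig. 2b had a median of 0.11, with 27 higher and 13 lower. Without libraries of static cells with siRNA, these comparisons cannot show whether the response to flow depends on cilia. From the genes modulated by both shear stress and Ift88 silencing, the paper concludes that primary cilia of the epididymis contribute to the regulation of gene expression by shear stress.

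**Figure D2:**
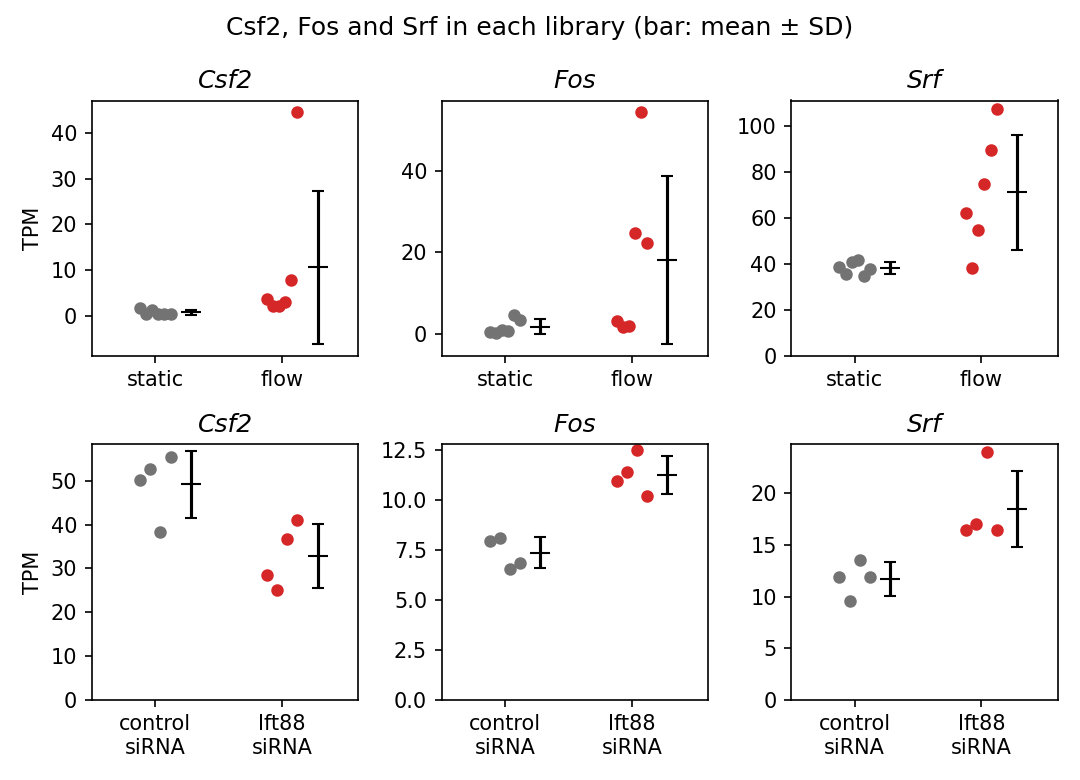
TPM (y axis) of Csf2, Fos and Srf in each library, with static and flow cells in the upper panels and control and Ift88 siRNA in the lower panels (x axis). Points are libraries, and the bar beside them is the mean ± SD. Flow replicate 6 holds 44.6 TPM of Csf2, against at most 1.70 TPM in a static library.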

## 4 DISCUSSION

Luminal flow, which transports fluid from the caput to the distal cauda epididymis, generates fluid shear stress on the surface of epididymal epithelial cells. This suggests the existence of a potential mechano‐sensing signaling on cells that are responsive to luminal fluid flow (Lee et al., 2024). In previous studies, we validated the existence of primary cilia on the surface of the epididymal epithelium (Bernet et al., 2018). These cilia are established structures renowned for their capacity to detect and react to fluid flow in diverse cellular models. The research presented herein provides a thorough investigation into the response of epididymal principal cells to fluid shear stress, with a specific emphasis on the participation of primary cilia in this mechanosensitive process.

### 4.1 The shear stress‐induced response identified in the epididymis mirrors mechanisms found in other biological systems

In the initial phase of elucidating the responsiveness of epididymal cells to fluid shear stress, a comparative analysis was conducted in diverse biofluidic conditions. In the dynamic landscape of gene expression responses to fluid shear stress, we found striking similarities between epididymal cells and renal cells, which represent one of the most extensively studied shear stress‐responsive models (Weinbaum et al., 2010). This underscores a shared mechanism in governing gene expression and cellular functions across various cellular contexts.

Notably, transcriptional changes induced by shear stress in DC2 cells exhibit substantial overlap with those previously reported in kidney epithelial cells. Specifically, 43 out of the 100 DEGs identified were shared among DC2 cells, mouse inner medullary collecting duct‐3 IMCD‐3 cells, and renal proximal tubular epithelial cells PTEC cells (Kunnen et al., 2018; Mohammed et al., 2018), highlighting a considerable level of conservation in the transcriptional responses to fluid shear stress across various epithelial cell types (Supporting Information S1: Figure 6). 

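In DC2 cells, each of 20 genes given as shared with kidney cells was higher on average under flow than in static cells, with log2 fold changes from 0.56 (Mapk6) to 2.98 (Egr1) and a median of 1.39. In the limma fit over all genes, 4 of the 20 were called, and 16 with the replicate number as a block. Adjusted over the list alone, 19 were called, which is not independent evidence because the genes were chosen from the DEGs of these libraries. The kidney cell data were not analysed here.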

The list of overlapped DEGs encompasses transcripts involved in fundamental signaling pathways, including TGF‐β (Egr1, Inhba, Thbs1, Tgif1, Fos, Hes1, Lif, Serpine1), TNF (Lif, Edn1, Junb, Ptgs2, Fos), and MAPK (Dusp1, Stk40, Lif, Dusp4, Dusp6, Edn1, Inhba, Mapk6, Errfi1, Ptger4, Epha2, Myc). These pathways play pivotal roles in diverse cellular responses, ranging from the regulation of cell cycle to immune cell homeostasis and stress response.

### 4.2 Shear stress triggers primary cilia‐dependent calcium signaling in epididymal cells

In our study, we observed a rapid increase of intracellular calcium levels in ciliated epididymal DC2 cells subjected to fluid shear stress compared to static conditions. We identified the endoplasmic reticulum (ER) as the source of flow‐induced calcium release. This was confirmed by depleting intracellular calcium stores using thapsigargin, which significantly reduced the calcium signal. Furthermore, depleting extracellular calcium sources resulted in a further reduction in the signal, highlighting the importance of extracellular calcium influx across the plasma membrane in the mechanosensory response to shear stress.

We observed that cells synchronized by low‐serum media show higher Ca^2+^ when exposed to fluid flow in comparison with no starvation condition. We propose two potential explanations for this observation: first, due to synchronization, more cells exhibit primary cilia, implying a direct role of primary cilia in mediating the calcium response; and second, disruption of cell‐to‐cell signaling. Calcium can propagate from one cell to neighboring cells (Praetorius & Spring, 2001), typically through gap junction channels in most epithelia (Clapham, 2007). Although the specific impact of serum starvation on gap junctions in epithelial epididymal cells has not been explored, the absence of a calcium signal in some cells suggests that non‐starved cells may fail to establish connections with neighboring cells, leading to a limited spread of calcium in non‐starved cells within these experimental setups.

The second hypothesis seems more plausible, supported by experiments using Ift88 siRNA transfection. For instance, despite 40% of cells retaining cilia, all cells showed elevated calcium levels, possibly due to heightened intracellular calcium in ciliated cells and its subsequent diffusion to neighboring cells. A blockade of cellular gap junctions would be needed in the future to confirm this hypothesis.

According to our observations, when shear stress was applied to DC2 cells, the calcium signal initially surged and then promptly returned to baseline. As suggested by Munaron, L., et al. this fast and short rise in calcium signal through shear stress stimulation could be principally attributed to the release of calcium from intracellular stores and the activation of SERCA pumps which are most likely triggered by the production of InsP3 (Munaron et al., 2004). This proposition was followed through experimental validation involving the inhibition of SERCA using thapsigargin. The consequential outcome demonstrated a noticeable reduction in the relative calcium signal when subjected to fluid flow conditions. Thapsigargin's inhibitory action on SERCA supports the fact that the calcium signal observed in response to shear stress is closely associated with the release of calcium stores and the regulatory function of SERCA pumps. Furthermore, the flow‐induced release of intracellular calcium is reliant on the presence of extracellular calcium. In other words, calcium influx is a mandatory prerequisite for the occurrence of the signal. This conclusion is drawn from the observation that removing extracellular calcium before the application of the stimulus results in the complete abolition of the calcium signal.

Numerous calcium channels implicated in primary cilia mechanotransduction and present in epididymal epithelial cells are potential participants in this process. For instance, primary cilia contain various calcium‐conducting channels in their membrane, including transient receptor potential (TRP) channels C1/P2/P3/V4 (Nauli et al., 2016). Among these, TRPP2 (also known as Polycystin 2 or PC2) is found in the primary cilia of DC2 cells (Bernet et al., 2018). Additionally, TRPV4 interacts with PC2 to form a mechanosensitive molecular sensor (Köttgen et al., 2008) shown to induce significant potassium (K^+^) secretion and calcium ion influx in rat epididymal epithelial cells (Gao et al., 2022a). This ion movement triggers downstream signaling events, ultimately leading to cellular responses. Piezo1 channels localized on osteocyte primary cilia (Lee et al., 2015), are identified in the rat epididymal epithelium, and activated Piezo1 channels enable Ca^2+^ influx (Gao et al., 2022b). These observations suggest that primary cilia in mouse epididymal epithelial cells respond to fluid shear stress by initiating a calcium‐dependent signaling process that may involve the activation of channels, including TRPV4 or Piezo1, which may in turn regulate the physiological maintenance of the luminal environment in the epididymal duct. Further knock‐down approaches targeting these diverse channel candidates will be needed to examine their contribution to fluid shear stress response in the epididymis.

Furthermore, microvilli are specialized actin‐rich projections on epididymal principal cells that play a key role in the absorption and reabsorption of luminal fluids (Primiani et al., 2007). Stereocilia, similar to microvilli, respond to mechanical forces like luminal flow by bending and triggering the opening of ion channels at their tips (Delling et al. 2016; Fischer 2014). While our study shows that primary cilia partially contribute to mechanosensation in DC2 cells, microvilli may also play a role in mechanotransduction, adding another layer to the mechanobiological response in the epididymis that requires further investigation.

### 4.3 Shear stress is proposed to be an important physical parameter controlling epididymal cell proliferation and differentiation

Based on the mechanism of mechanotransduction of other cell models and according to our result from DC2 epididymal cells, it appears that fluid flow applied at the surface of epididymal epithelial cells triggers a cascade of events that impact various signaling pathways involved in cell cycle progression and proliferation, as well as a rise in intracellular calcium. Calcium is known to play a central role in cell signaling, particularly in regulating cell proliferation (Berridge, 1995; Capiod, 2011; Munaron et al., 2004). Additionally, the calcium signals activate downstream signaling pathways, notably those mediated by MAPK, which are well‐established promoters of cell proliferation (Sun et al., 2015). In the present study, we showed that cells subjected to shear stress conditions exhibited a clear 10% decrease in the rate of proliferative cells, indicating the direct impact of shear stress on cell proliferation dynamics.

The role of primary cilia in the regulation of proliferation and differentiation of epididymal DC2 cells through mechanotransduction is highlighted by the modulation of ciliary gene expression in response to mechanical forces, including the genes Csf2, Srf, and Fos. Colony stimulating factor 2 (Csf2) can influence cell proliferation, as evidenced by studies demonstrating that GM‐CSF (mouse granulocyte‐macrophage colony‐stimulating factor) expression in lung epithelial cells enhances lung growth by promoting the proliferation of type II alveolar cells (Reed et al., 1997). Additionally, GM‐CSF has been shown to play a critical role in facilitating repair processes in response to injury, as observed in a colitis model (Egea et al., 2013). Srf and Fos regulate immediate early genes (IEGs), which are quickly and transiently activated in response to various stimuli and participate in the initial cellular response to growth factors (Greenberg & Ziff, 1984; Norman et al., 1988). Specifically, Srf binds to the serum response element (SRE) in the Fos gene promoter, triggering its rapid induction (Esnault et al., 2014). This interaction controls cell cycle regulation, apoptosis, cell growth, and differentiation, emphasizing the significance of primary cilia in cellular mechanosensory processes of epididymal cells. Additional evidence supporting this idea comes from the discovery that proliferative cells in the 14‐day‐old mouse caput epididymis do not possess primary cilia. This indicates a potential link between shear stress, primary cilia, and the control of cell proliferation in the epididymis. This finding aligns with the understanding that primary cilia are reabsorbed during the G1/S and M phases of the cell cycle (Mill et al., 2023). None of the differentiated clear cells and only some of the differentiated principal cells in the 14‐day‐old mouse epididymis possessed primary cilia. Although DC2 cells are immortalized and represent differentiated principal cells from the adult mouse epididymis, they extend primary cilia that come into contact with the intraluminal compartment, similar to what is observed during the prepubertal stage (Bernet et al., 2018). While the shear stress response identified in these in vitro studies suggests a role for primary cilia in cell proliferation/differentiation through shear stress signaling, additional in vivo models are required to determine its contribution to the overall post‐natal development of the epididymis.

### 4.4 Shear‐stress induced response can influence sperm surrounding fluid environment

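Of 13 genes named as encoding secreted proteins, 12 have a symbol in the deposited table, which has no gene called Sdn1. Each of the 12 was higher on average under flow, with log2 fold changes from 0.93 (Plaur) to 2.91 (Ccn2). In the limma fit over all genes, 3 of the 12 were called, and 8 with the replicate number as a block. Adjusted over the list alone, all 12 were called, which is not independent evidence because the study chose the genes on these libraries.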

In this study, we observed that shear stress has a significant impact on epididymal DC2 cells, as indicated by the identification of DEGs encoding secreted protein, including Csf2, Cxcl1, Ccn2, Lif, Hbegf, Serpine1, Sdn1, Ereg, Thbs1, Adamts1, Bdnf, Gadd45g, and Plaur. Considering the epididymis' primary role in maturing and storing spermatozoa, with sperm gaining motility in the proximal parts and maturation being influenced by the local environment provided by the epididymal fluid, the mechanisms that control the expression of these secreted proteins is particularly noteworthy.

Among the secretory proteins identified, plasminogen activator inhibitor‐1 (Serpine1), ADAM metallopeptidase with thrombospondin type 1 motif 1 (ADAMTS1), and leukemia inhibitory factor (LIF) are notable for their roles in sperm development and fertility. Serpine1 is important for sperm capacitation and motility, enhancing the sperm's fertilization ability (Liu, 2007). ADAMTS1 contributes to testicular development and sperm maturation, facilitating sperm‐egg interactions by promoting adhesion to the zona pellucida (Aydos et al., 2016; Hernández‐Delgado et al., 2023). LIF enhances sperm motility and survival, playing a role in sperm transport and viability within the female reproductive tract (Attar et al., 2003). The upregulation of these genes by shear stress underscores the significance of mechanical cues in modulating epididymal functions and sperm maturation. 

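Adamts1 (ENSMUSG00000022893) was at 176 ± 80.6 TPM (SD, n = 6) under flow and 68.4 ± 16.3 TPM (SD, n = 6) in static cells, with a log2 fold change of 1.27 (standard error 0.26, limma adjusted p = 0.0887). Its lowest static value, 38.1 TPM in replicate 6, lay apart from the other static libraries, and without flow replicate 2 it was called (limma adjusted p = 0.0279). Lif (ENSMUSG00000034394) was at 30.6 ± 41.2 against 4.89 ± 0.899 TPM, with a log2 fold change of 1.70 (standard error 0.51, limma adjusted p = 0.490), and ranged from 6.89 to 113 TPM between the flow libraries. Both genes were higher in every flow library than in any static library.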

Understanding the mechanotransduction pathways involved in regulating these genes particularly relevant to sperm maturation could provide valuable insights into how mechanical forces influence the acquisition of male fertility.

## AUTHOR CONTRIBUTIONS

Sepideh Fakhari conducted most of the experiments and analysis on mouse tissues and analysis on DC2 cells and drafted the manuscript. Farnaz Asayesh, Laura Girardet, and Gabriel Campolina‐Silva contributed to the experiments. Denis Soulet, Gabriel Campolina‐Silva, Marie‐PierScott‐Boyer, and Arnaud Droit contributed to data analysis. Clémence Belleannée, Jesse Greener, and Sepideh Fakhari contributed to the study design and manuscript preparation. Clémence Belleannée, Sepideh Fakhari, and Gabriel Campolina‐Silva contributed to data interpretation and manuscript editions. All authors have approved the final version of this article.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflict of interest.

## Supporting information

Supporting information.

Supporting information.

Supporting information.

Supporting information.

# Supplementary material for: Shear stress effects on epididymal epithelial cell via primary cilia mechanosensory signaling
**Source:** J Cell Physiol. 2024 Nov 7;240(1):e31475. doi: 10.1002/jcp.31475

# Supplementary Tables.

**Supplementary Table 1**. Information regarding primary antibodies used in this study

| **Type** | **Name** | **Host species** | **Dilution WB** | **Dilution IF** | **Company** | **Catalog number** |
| --- | --- | --- | --- | --- | --- | --- |
| Monoclonal | Acetylated tubulin | Mouse | N/A | 1-400 | Sigma | T7451 |
| Monoclonal | β-actin | Mouse | 1-5000 | N/A | Sigma | A5441 |
| Monoclonal | Gamma Tubulin | Mouse | N/A | 1-400 | Abcam | ab 27074 |
| Polyclonal | V-ATPase | Rabbit | N/A | 1-3000 | Gifted by Breton, S.^1,2^ | - |
| Monoclonal | EpCAM | Rabbit | N/A | 1-400 | Proteintech | 324207 |
| Polyclonal | Aquaporin 9 | Rabbit | N/A | 1–100 | Alpha diagnostic | AQP91-A |
| Polyclonal | Ift88 | Rabbit | 1-2000 | 1-100 | Proteintech | 13967-1-AP |
| Monoclonal | Ki67 | Rat | N/A | 1/1000 | eBioscience | 14-5698-82 |

1. Paunescu, T. G. *et al.* Expression of the 56-kDa B2 subunit isoform of the vacuolar H+-ATPase in proton-secreting cells of the kidney and epididymis. *American Journal of Physiology-Cell Physiology* **287**, C149–C162 (2004).

2. Brown, D., Paunescu, T. G., Breton, S. & Marshansky, V. Regulation of the V-ATPase in kidney epithelial cells: dual role in acid–base homeostasis and vesicle trafficking. *Journal of Experimental Biology* **212**, 1762–1772 (2009).

**Supplementary Table 2**: Information regarding secondary antibodies used in this study

| **Type** | **Species** | **Dilution** | **Company** |
| --- | --- | --- | --- |
| Fluorescence 647 | Goat anti-Rabbit | 1-400 | Jackson |
| Fluorescence 647 | Donkey anti-Rat | 1-400 | Jackson |
| Fluorescence 568 | Goat anti-Mouse | 1-400 | Invitrogen |
| Fluorescence 488 | Goat anti-Mouse | 1-400 | Invitrogen |
| HRP | Donkey anti-Rabbit | 1-10000 | Jackson |

**Supplementary Table 3**: Information regarding primers used for real-time PCR analysis used in this study

| **Gene name** | **Primer sequence, 5'->3'** | | **Efficiency** | **Optimal temperature** |
| --- | --- | --- | --- | --- |
|  | *Forward* | *Reverse* |  |  |
| Plk2 | GAACCTCATGGATGGTGGTGA | CACCTGAAATGTGCCGTCAT | 107.4 | 64°c |
| Serpine1 | CATGTTTAGTGCAACCCTGGC | GGCTGAGATGACAAAGGCTGT | 102.4 | 64°c |
| Ccn1 | CTTTTCAACCCTCTGCACGC | CTCGTGTGGAGATGCCAGTT | 105.7 | 64°c |
| Ccn2 | GCCTACCGACTGGAAGACAC | GTAACTCGGGTGGAGATGCC | 126 | 64°c |
| Hist2h4 | TCATCTACGAGGA GACCCGT | GOGTACACCACATCCATAGC | 102 | 66°c |
| Rps27l | TCGAAAGOGAGCAGTTCGTC | CAGATCTCTAGCCAGGGGCA | 108 | 66°c |

**Supplementary Table 4:** Consistently Enriched Biological Processes by shear stress-induced DEGs: Shared findings across all multiple analysis tools (P-adj <0.05)

| Term description | # Genes | FDR |
| --- | --- | --- |
| positive regulation of cell death | 22 | 2.55E-10 |
| positive regulation of apoptotic process | 21 | 3.01E-10 |
| cellular response to transforming growth factor beta stimulus | 12 | 3.23E-10 |
| negative regulation of cell cycle | 17 | 1.07E-09 |
| negative regulation of cell population proliferation | 21 | 1.07E-09 |
| skeletal muscle cell differentiation | 9 | 1.99E-09 |
| blood vessel morphogenesis | 17 | 1.99E-09 |
| rhythmic process | 14 | 9.89E-09 |
| positive regulation of cell migration | 17 | 3.33E-08 |
| inactivation of MAPK activity | 6 | 4.01E-08 |
| negative regulation of ERK1 and ERK2 cascade | 8 | 1.41E-07 |
| positive regulation of smooth muscle cell proliferation | 9 | 1.47E-07 |
| circadian rhythm | 9 | 2.63E-06 |
| leukocyte differentiation | 12 | 4.31E-06 |
| heart development | 15 | 4.36E-06 |
| angiogenesis | 11 | 9.74E-06 |
| ERK1 and ERK2 cascade | 5 | 1.01E-05 |
| MAPK cascade | 8 | 4.69E-05 |
| peptidyl-tyrosine dephosphorylation | 6 | 0.00013 |
| positive regulation of pri-miRNA transcription by RNA polymerase II | 4 | 0.00023 |
| cellular response to fibroblast growth factor stimulus | 5 | 0.00031 |
| peptidyl-threonine dephosphorylation | 3 | 0.00039 |
| fat cell differentiation | 5 | 0.0026 |

# Supplementary Figures

**Supplementary Figure 1:** Efficiency tests showing the impact of varying small interfering RNA (siRNA) concentrations (10-200 nM) on IFT88 silencing in DC2 cells. The optimal concentration of 100 nM was selected for subsequent experiments based on the highest.

**
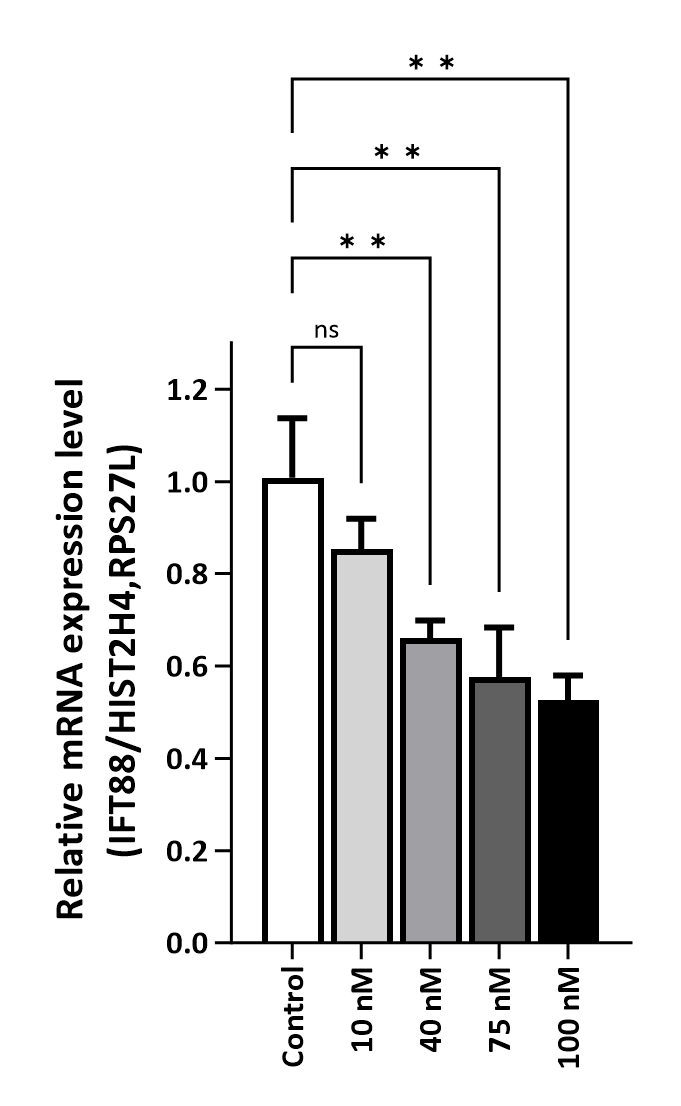
**

**Supplementary Figure 2:** Scatter plot illustrating cluster representatives after semantic redundancy reduction. Terms are grouped in a two-dimensional space using multidimensional scaling based on the semantic similarities of GO terms. Cluster 'representatives' are highlighted in red, while unique terms are in yellow. The color of each bubble represents the p-value associated with the GO term, and the size indicates the term's frequency in the Mus Musculus GO database.

**Supplementary Figure 3:**

**
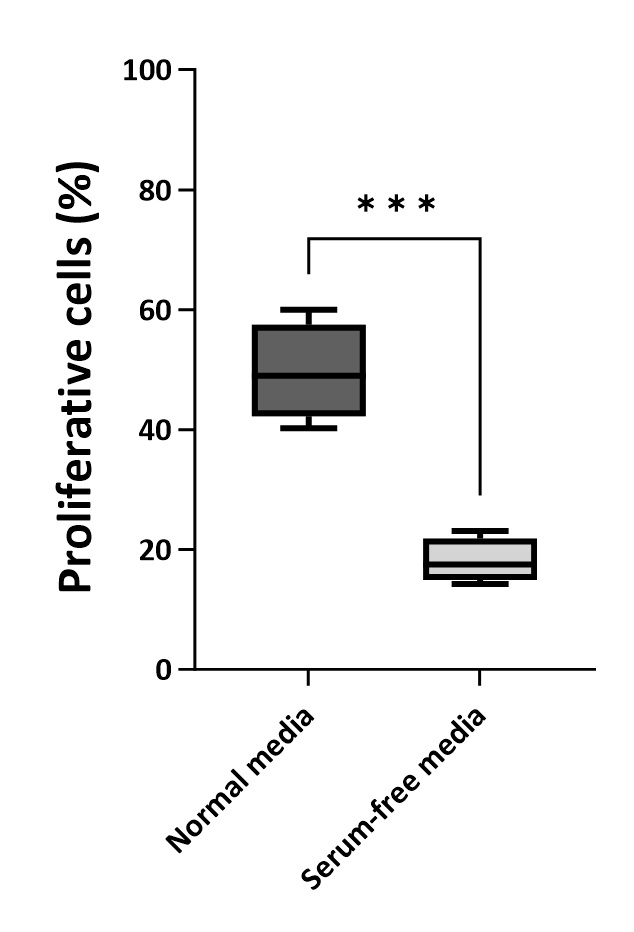
**

**Supplementary Figure 4** Pharmacological blockade of primary ciliogenesis in DC2 cells using Ciliobrevin D abolishes the calcium response to shear stress(A), and alters the expression of shear-stress responsive genes (B), providing scientific evidence for the critical role of primary cilia in shear stress mechanosensing.

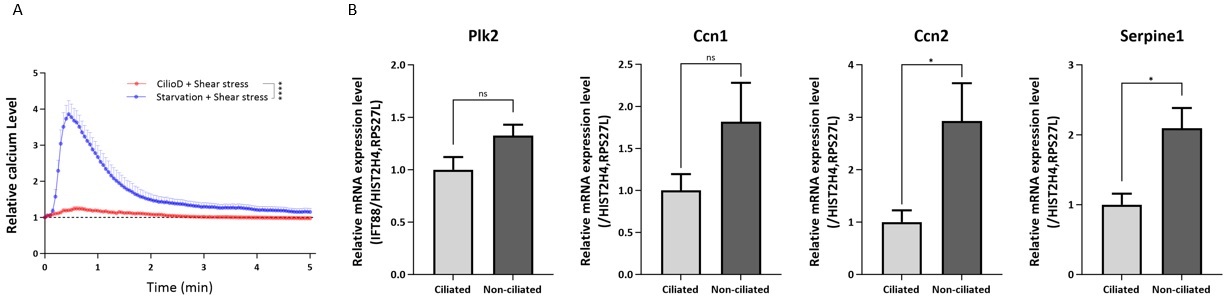

**Supplementary Figure 5:** GO term-enrichment analysis, histogram showing the top significant GO terms associated with DEGs in IFT88 siRNA vs Control.

**
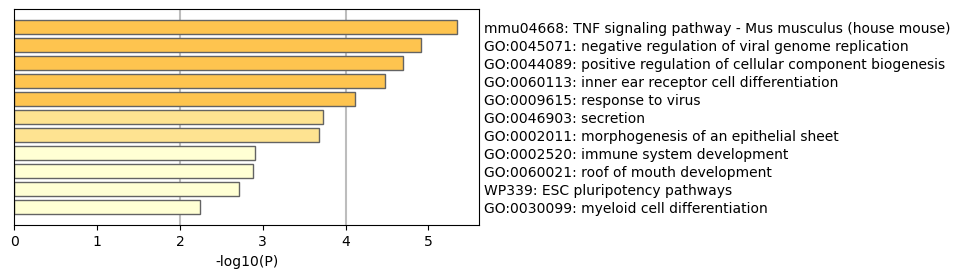
**

**Supplementary Figure 6:** The overlap analysis of the 100 DEGs in DC2 cells with genes DEGs under fluid shear stress conditions in two renal cell types, Proximal Tubular Epithelial Cells (PTECs) and Inner Medullary Collecting Duct-3 (IMCD3) cells, based on literature and the list of 43 overlapped DEGs.

**
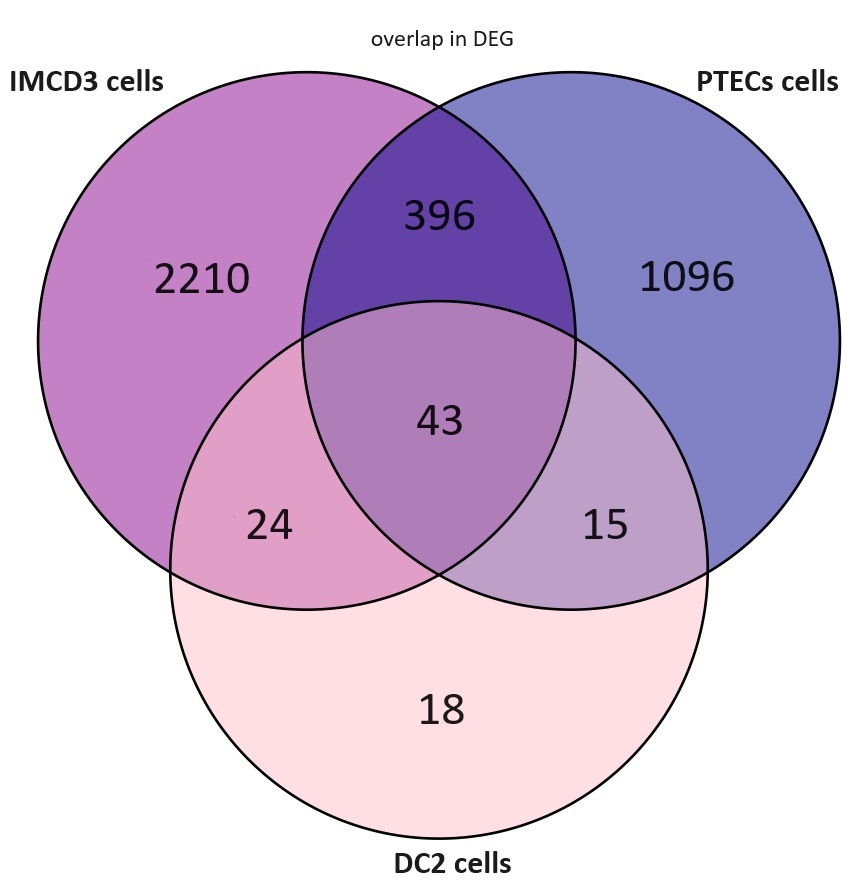
**

# GSEA_GO analysis:

In this study, we aimed to comprehensively investigate the genome-wide effects of fluid shear stress on DC2 epididymal cells. To achieve this, we subjected DC2 cells to fluid shear stress flow (1 dyn/cm²) for 3 hours prior to collecting cellular extracts for RNA sequencing experiments. DESeq2 analysis revealed significant differential expression of 106 protein-coding genes (DEGs; cut-off: adjusted p-value < 0.05; Log2 fold change >0.5 or <-0.5) in response to shear stress.

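At an adjusted p-value under 0.05 and an absolute log2 fold change over 0.5, the limma fit of log2(TPM + 1) called 12 protein-coding genes, all of them higher under flow. With the replicate number as a block it called 69, again all higher. The deposited values are TPM, so the count-based test named in the supplement was not run on them.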

Gene Set Enrichment Analysis (GSEA) was conducted to comprehend the scope of transcriptional changes induced by fluid shear stress in DC2 cells. As anticipated, a plethora of GO terms exhibited significant enrichment when comparing DC2 cells subjected to fluid shear stress versus static conditions. This encompassed 461 terms in "Biological Process," 71 in "Molecular Function," and 43 in "Cellular Component" categories. Consequently, the Top-15 activated (depicted by blue bars) and the Top-15 repressed GO terms (red bars) from each category were meticulously ranked based on their enrichment score and visually presented in three figures.

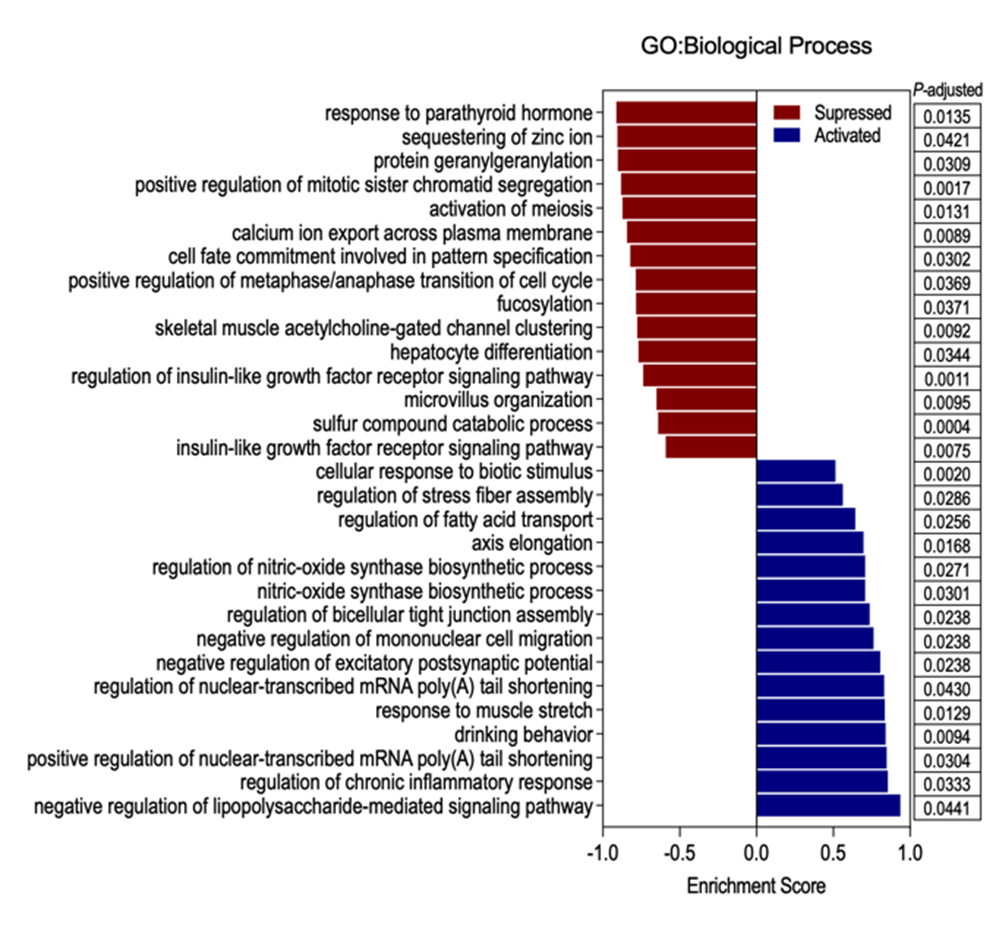

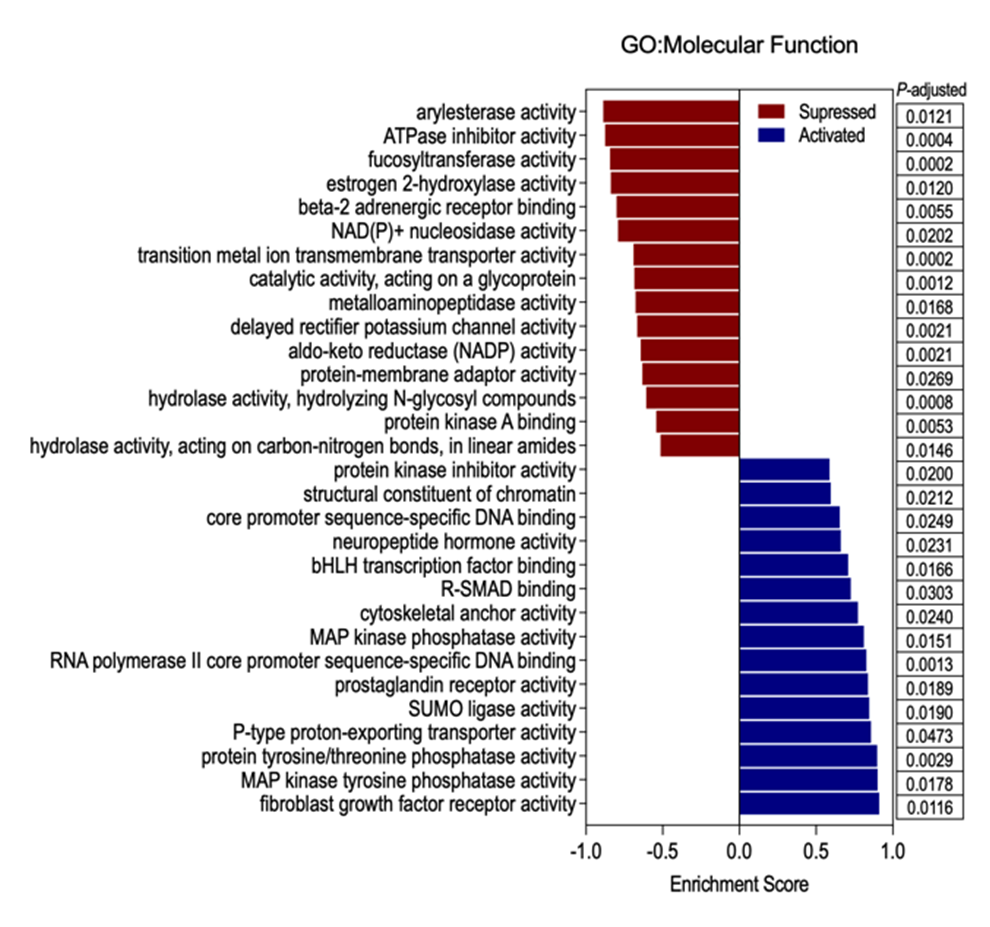

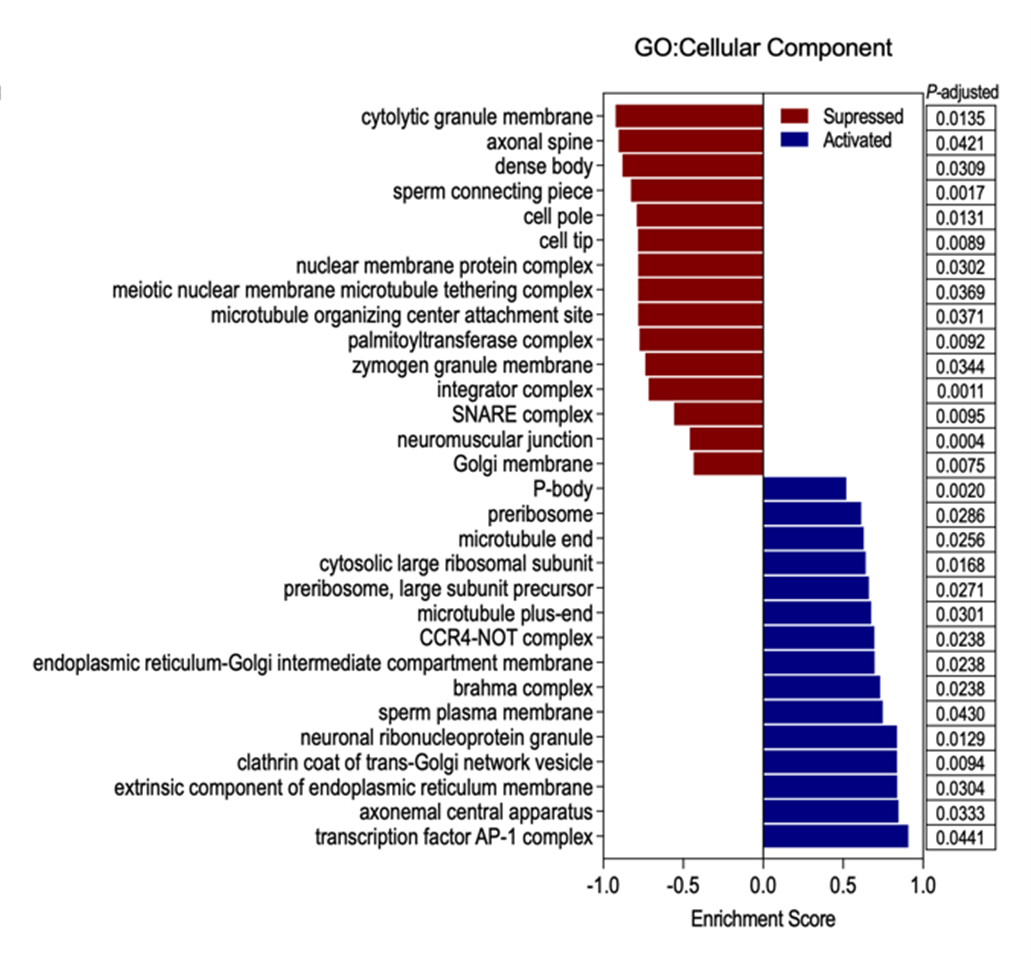

**Supplement:** Supplementary file 1 — Supporting information.

How the deposited data were processed for this re-analysis (not part of the article)

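RNA-seq of mouse DC2 cells was analysed in 2 experiments, 6 libraries under shear stress (flow) against 6 without it (static), and 4 libraries with Ift88 siRNA against 4 with control siRNA, both siRNA groups under flow according to the paper. The groups follow the sample labels and the paper. One library is named flow in its title and column name and static in its treatment label. It was counted as flow replicate 6, with the other reading as an alternative.

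The authors deposited TPM, one table per experiment, for 21509 protein-coding genes. According to the paper's methods, the authors trimmed the reads with Trimmomatic, assigned them to the Ensembl mouse transcriptome with kallisto, summarised them to genes with tximport, and tested with DESeq2. The deposited TPM sum to 1000000 in each library. They are not counts, so no count-based test was run, and the scaling of counts between libraries named in the methods is not in them. Of the genes, 78 have no symbol. All sample columns of both tables were used.

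TPM hold no total of reads. In genes under 0.3 TPM the smallest steps between values correspond to single reads, and comparing them between libraries gave relative depths from 0.892 to 1.23 in the flow experiment and from 0.925 to 1.32 in the siRNA experiment. Tested on simulated libraries, this estimate had a largest error of 0.0144 on the log2 scale. The absolute depth, and with it the counting error of each value, is unknown.

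From the deposited TPM, log2(TPM + 1) was computed and compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend) over genes with a mean of at least 1 TPM in the table, with Benjamini-Hochberg adjustment. Genes were called at an adjusted p-value under 0.05 and a change of more than 1.5-fold. Fold changes are on the log2(TPM + 1) scale and understate the change of genes with low TPM. Gene sets were tested with limma's camera (preset correlation between genes 0.01) and fry. Single genes were also tested with two-sided exact permutation tests of log2(TPM + 1), 10 in all, and 5 such tests compared features of the siRNA libraries. On simulated data with 200 genes changed by 1 on the log2 scale, the procedure recovered 94.5% of them in the flow design (11371 genes tested, 2.58% of calls false), 92.5% with the replicate block (11413 genes tested, 1.60% false) and 96.5% in the siRNA design (11198 genes tested, 1.53% false). Noise was drawn independently for each gene, every change had the same size, and only the blocked simulation had replicate effects. The real flow libraries share deviations by replicate, and their responses vary between libraries. These rates therefore do not give the power or the share of false calls in the real data. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

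Flow and static libraries share replicate numbers. The correlation over genes of the deviations of same-numbered libraries from their group means was 0.294, 0.463, 0.425, 0.468, 0.662 and 0.600 for replicates 1 to 6, so the numbers were taken to pair the libraries. The paper's text names no pairing, and the fit without the replicate number is the one reported first.

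The tests, the alternatives and the rule for naming genes were set before the data were examined, apart from the alternatives that the text gives as chosen afterwards. Genes are named where a sentence of the paper turns on them, or as the up to 5 genes per direction with the largest fold change among those called whose groups do not overlap. Members of lists are given as counts and ranges. The lists were those labelled in Figs. 2b, 2d, 2e and 4f, genes the paper names as shared with kidney cells or as secreted, interferon-stimulated genes, proliferation markers, other intraflagellar transport genes, Hedgehog targets, and ion channels named in the discussion with Pkd1 and the principal cell marker Aqp9. Alternatives covered the filter on low TPM, a pseudocount of 0.1, median-of-ratios scaling, library weights, the replicate number as a block, each library left out in turn, no fold change threshold and the label of flow replicate 6.

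Positions of genes are from GENCODE M21 on GRCm38, which also gave GC content and transcript length. It is an older build than the annotation the authors used, and no position was carried over from one to the other. Enrichment of GO terms and pathways was not repeated, since no such annotation was used here. Calcium imaging, EdU and PCR measurements were not analysed here. The values of 1 gene are not reported here.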

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

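Values of 78 groups of 4 or 6 libraries were searched for a library far from the rest of its group (Dixon's test). Chance gives about 1 in 20 such groups, and 5 were found, so together they exceed chance little if at all. Leaving out each library was set beforehand, while the comparison with relative depth was chosen after the result was seen. No biological explanation was tested, since the libraries of a group share their condition.

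Adamts1 was at 38.1 TPM in static replicate 6, while the other static libraries held 64.1 to 81.8 TPM. Without that library, its log2 fold change under flow was 1.12, against 1.27 with it, and it was called in neither fit. Fosb was at 4.20 TPM in static replicate 5 and at 0.743 to 0.980 TPM in the other static libraries. Without that library its log2 fold change was 4.01, against 3.76 with it, and it was called in neither fit.

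Isg15 was at 54.0 TPM in Ift88 siRNA replicate 1 and at 46.7 to 47.1 TPM in the other Ift88 siRNA libraries, all above the 4 control libraries. Without that library the log2 fold change was 0.74 (limma adjusted p = 0.0320, within 0.00339 to 0.0768 over its 14 alternatives), and the gene was called with it and without it. Srf was at 24.0 TPM in Ift88 siRNA replicate 3 and at 16.4 to 17.1 TPM in the other Ift88 siRNA libraries. Without that library its log2 fold change was 0.48, against 0.61 with it, and it was called in neither fit.

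Flow replicate 6 had 16300 genes above 0 TPM, and the other flow libraries had 15580 to 15801. Static replicate 6 had the most among the static libraries as well, 16562. The relative depth was 0.969 in flow replicate 6 and 0.937 in static replicate 6, below that of the median library in both. What the 2 libraries share beyond their number was not tested.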

How the results depend on the processing

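The count-based alternatives set before the data were examined (DESeq2, edgeR with RLE scaling and limma-voom) were not run, because the deposited values are TPM. All other alternatives were run. A batch term, the block with library weights, gene sets from the blocked calls, ratios of mean TPM, and leaving out whole pairs were chosen after the data were seen.

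Flow against static gave 12 called genes, and this count was unstable. It was 2 with no filter on low TPM, where 18564 genes were tested, 28 with median-of-ratios scaling, 86 with library weights (75 higher and 11 lower), 68 with the replicate block (all higher) and 0 with flow replicate 6 counted as static (181 at an unadjusted p-value under 0.05). All 12 genes remained called with median-of-ratios scaling, library weights and the replicate block, and 2 with no filter. Across the 12 fits that each left out one library, the count ran from 5 (without flow replicate 4) to 87 (without flow replicate 2). It was 6 without static replicate 1, 2 or 4, and 7 without static replicate 3. Among the alternatives chosen afterwards, it was 56 with a batch term for replicates 1 to 3 and 4 to 6 and 143 with the replicate block and library weights together (114 higher and 29 lower). With the replicate block and a whole pair left out, it was 193 without replicate 2, 51 without replicate 3, 38 without replicate 4, 34 without replicate 5, 41 without replicate 6 and 8 without replicate 1. The cause was not tested, apart from the fewer libraries or more genes tested in some fits. At an absolute log2 fold change over 0.5, the replicate block gave 69 genes in place of 12. At a pseudocount of 0.1, or with no fold change threshold, the count stayed at 12.

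Other splits of the flow and static libraries into 6 and 6 gave at least 12 called genes in 4 of 100 drawn from 462, the real one included, and the count over an absolute log2 fold change of 0.5 was as large in 4 of the 100 as well. The larger ones parted only 2 or 4 of the 6 pairs, and reached 84 genes. The split of replicates 1 to 3 against 4 to 6 gave 380. Among the 32 splits that part every pair, the real one was the only one with a called gene without the block. With the block, 2 of the 32 gave at least 68 genes, the real one and the one with the labels of pair 2 exchanged, which gave 148. That split keeps the real labels in the other 5 pairs, and each of the remaining 30 splits gave 0.

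Ift88 siRNA against control siRNA gave 25 called genes. The count was 6 with no filter on low TPM, where 19195 genes were tested, 48 with library weights and 71 with no fold change threshold. Across the 8 fits that each left out one library it ran from 11 to 23, with 11 without Ift88 siRNA replicate 1 or control siRNA replicate 1, 13 without Ift88 siRNA replicate 2, 14 without control siRNA replicate 3 and 12 without control siRNA replicate 4. The cause was not tested, beyond the fewer libraries. Of the 35 splits of the 8 libraries, 1 gave as many genes, the real one, and the largest other split gave 1 gene.

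The siRNA libraries share replicate numbers. The correlations of same-numbered libraries were 0.0464, 0.00276, 0.259 and 0.176 for replicates 1 to 4. The medians with other numbers were -0.066, 0.00062, -0.071 and -0.11. Whether the numbers pair these libraries is therefore unsettled. The replicate block gave 44 called genes (32 higher and 12 lower). The number of genes called in both experiments was 0, and 1 with the replicate block in both (Id3, one-sided Fisher's exact p = 0.212), and it was 0 with a pseudocount of 0.1 (91 at an unadjusted p-value under 0.05 in both) and with no fold change threshold (89). With the block for flow only, chosen after the data were seen, it was 1 as well (Id3, one-sided Fisher's exact p = 0.129). With the block and no fold change threshold together, chosen after the data were seen, it was 6 (Btg2, Csrnp1, Dusp1, Fos, Id3 and Spry2, one-sided Fisher's exact p = 0.000891). The cause was not tested.

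The 12 genes called higher under flow had a median log2 fold change of 0.0082 under Ift88 siRNA (camera with a preset correlation, p = 0.951, and fry p = 0.717). The sign changed with median-of-ratios scaling (-0.015) and across the fits that left out one library, from -0.046 (without Ift88 siRNA replicate 3) to 0.061 (without Ift88 siRNA replicate 4). In 27 of the 35 splits the median was as far from that of all genes. With the genes of Fig. 2b the median was 0.11 (camera with a preset correlation p = 0.00929, which did not hold under fry, p = 0.0748, or with an estimated correlation, p = 0.334). The cause was not tested.

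The proliferation markers under flow had a median of 0.015 in the fits with and without the replicate block (with it, camera with a preset correlation p = 0.0372, fry p = 0.723) and 0.046 with median-of-ratios scaling (camera with a preset correlation p = 0.0316, fry p = 0.401). Leaving out one library gave from -0.021 (without static replicate 1) to 0.055 (without flow replicate 2, camera with a preset correlation p = 0.00125). Camera also passed without flow replicate 5 (median 0.0021), static replicate 3 (0.020) and static replicate 4 (0.0085). In none of these settings did fry pass, and the cause was not tested. Of 100 splits, 53 gave a median as far. Apart from the calls and counts printed with the replicate block here and beside the results, the block changed no call reported for the flow experiment.

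The interferon-stimulated genes as a set kept their direction and their side of the threshold with the replicate block, with median-of-ratios scaling, without the members labelled in Fig. 4f and without each of the 8 libraries. The other intraflagellar transport genes and the Hedgehog target were tested again as sets only with the replicate block, which changed neither. Gene by gene, 0 of these genes were called with no filter on low TPM (where all 4 Hedgehog targets were tested), at least 1 TPM in every library, a pseudocount of 0.1, median-of-ratios scaling, library weights or the block, or without any of the 8 libraries, and the unadjusted count was 0 without an alternative and, for the transport genes, 1 with the block. All 10 genes labelled as higher in Fig. 4f were called, but 3 were without Ift88 siRNA replicate 1 or control siRNA replicate 1, 4 without Ift88 siRNA replicate 2, 5 without control siRNA replicate 4, and 6 without Ift88 siRNA replicate 3, control siRNA replicate 2 or control siRNA replicate 3. Of the same 10 genes, 2 were called with no filter on low TPM, 8 without Ift88 siRNA replicate 4 and 9 with median-of-ratios scaling. Among the genes named one by one, 526 comparisons with an alternative kept the direction and the side of the threshold, 60 were called only without the alternative, 41 only with it, 8 moved as ratios of mean TPM and 0 changed direction. Because the counts of reads are unknown, the precision of values under about 1 TPM, such as those of Dnah2 and Pla2g4b, cannot be given.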

Differences from the paper's values

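The paper reports 97 genes higher under flow and 3 lower, and here 12 were called higher and 0 lower. For genes higher, the alternatives set before the data were examined that came within 1.5 times the paper's 97 were library weights (75), the replicate block (68) and leaving out flow replicate 2 (76), and the others did not. Of those chosen after seeing the data, the replicate block with library weights gave 114, and leaving out both libraries of replicate 2 with the block gave 135. For genes lower, none of the alternatives set before the data were examined gave a count within 1.5 times the paper's 3, and library weights and leaving out flow replicate 2 each gave 11.

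At an absolute log2 fold change over 0.5, the paper's supplement reports 106 genes and here 12 were called. Of the alternatives set before the data were examined for this count, the replicate block gave 69 and a pseudocount of 0.1 gave 12, and neither came within 1.5 times the paper's value. Library weights and leaving out flow replicate 2, set before the data were examined for the count at 1.5-fold and counted at this threshold after the values were seen, gave 101 and 95, which did.

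With Ift88 siRNA, the paper reports 33 genes higher and 18 lower, and here 17 and 8 were called. For genes higher, library weights gave 35 and the replicate block 32, and the other alternatives did not come within 1.5 times the paper's value. For genes lower, library weights gave 13, the replicate block 12 and no fold change threshold 20, and the others did not.

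The paper's Fig. 4h shows about 3 genes in both experiments, and here 0 were called in both. At an unadjusted p-value under 0.05, 89 passed in both. With the replicate block it was 1, Id3, and with a pseudocount of 0.1 or no fold change threshold 0, so no alternative set before the data were examined closed the gap. Chosen after seeing the values, the block for flow only gave 1, Id3, and the block with no fold change threshold gave 6, with Fos among them.

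The TPM plotted in Fig. 4i, read by eye, are higher than the deposited TPM. The highest flow value is about 1500 for Fos in Fig. 4i against 54.4 here, about 3600 for Srf in Fig. 4i against 108 here, and about 410 for Csf2 in Fig. 4i against 44.6 here. The mean with control siRNA is about 280 for Csf2 in Fig. 4i against 49.2 here, about 120 for Fos in Fig. 4i against 7.37 here, and about 190 for Srf in Fig. 4i against 11.7 here. The mean with Ift88 siRNA is about 190 for Fos in Fig. 4i against 11.3 here, and about 300 for Srf in Fig. 4i against 18.5 here. The alternatives set before the data were examined concern the tests and were not applied to these TPM, so none closed the gap.

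The log2 fold changes read from Figs. 2b and 4f match the log2 ratios of the mean deposited TPM, with no pseudocount, rather than those on the log2(TPM + 1) scale. Egr3 is at about 6.9 in Fig. 2b, against a ratio of 6.93 and a log2 fold change of 2.84 on the log2(TPM + 1) scale. Egr3 was listed at 0.165 TPM on average in static cells, so its ratio rests on values of low precision.

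Of the genes that Fig. 2b shows as differentially expressed, 11 of the 40 tested higher ones and none of the 3 lower ones were called here. The higher ones numbered 15 with at least 1 TPM in every library, 20 with median-of-ratios scaling, 31 with library weights, 32 with the replicate block and 29 without flow replicate 2. With alternatives chosen after seeing the data they numbered 31 with a batch term and 40 both with the block and library weights together and with the block and replicate 2 left out. Replicate 3, 4, 5 or 6 left out with the block, also chosen after seeing the data, gave 30, 24, 22 and 24, and replicate 1 left out with the block gave 6. Among the alternatives set before the data were examined, leaving out flow replicate 3 gave 13, a pseudocount of 0.1 gave 11, and fewer were called with no filter on low TPM (2), with flow replicate 6 counted as static (0, with 181 of all genes tested at an unadjusted p-value under 0.05) and with most other single libraries left out (5 without flow replicate 4 or static replicate 1 or 2, 6 without static replicate 3 or 4, 8 to 10 without flow replicate 1 or 5 or static replicate 5 or 6). Without flow replicate 6 it was 11. Of the genes with the largest changes in Fig. 2b, Fosb and Egr2 were called with library weights, with the block and without flow replicate 2, and, chosen after seeing the data, with the batch term, the block with library weights, and the block without replicate 2 or 3 (Fosb also without replicate 4 or 6). Egr3 was called only with the block and library weights and with the block without replicate 2, both chosen after seeing the data. BC024063 was called in none of its 27 alternatives, though its adjusted p-value was under 0.05, at less than 1.5-fold, in the last 2 of these settings, and the other lower genes, Dnah2 and Pla2g4b, were tested only with no filter on low TPM and not called.

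The paper counts Csf2, Fos and Srf as differentially expressed in both experiments. Under flow, Fos was called with the replicate block, and Srf with library weights and without flow replicate 2. Chosen after seeing the data, the batch term called Fos and Srf, and the block with library weights and the block without replicate 2 called all 3 genes, and the block without replicate 3 called Fos. With Ift88 siRNA, Csf2 was called with library weights, Fos with a pseudocount of 0.1 and with no fold change threshold, and Srf with library weights and with the replicate block. The paper also names Adamts1 and Lif among its differentially expressed genes. Adamts1 was called with library weights and without flow replicate 2, and, chosen after seeing the data, with the batch term, the block with library weights and the block without replicate 2. Lif was called only in the last 2 of these. Of the 12 genes that Fig. 4f labels as lower, 6 were called here, and 8 both with the replicate block (adding Akap7 and Ankrd29) and with median-of-ratios scaling (adding Ankrd29 and Cep97). It was 7 with a pseudocount of 0.1, which added Cep97, and without control siRNA replicate 2, which added Ank and Ankrd29 and lost Kctd3. It stayed at 6 with library weights and without Ift88 siRNA replicate 1, which each added Ankrd29 and lost Kctd3, and without Ift88 siRNA replicate 3, which added Ank and lost Kctd3. It was 5 with at least 1 TPM in every library, where 11 of the 12 were tested, and without Ift88 siRNA replicate 4, control siRNA replicate 3 or control siRNA replicate 4, 4 without Ift88 siRNA replicate 2 or control siRNA replicate 1, and 3 with no filter on low TPM. Of the 12 secreted and 20 kidney-shared genes tested, 3 and 4 were called here, 9 and 15 with library weights, 8 and 16 with the block, 10 and 16 without flow replicate 2, 5 and 9 with median-of-ratios scaling, 5 and 6 with at least 1 TPM in every library, and all 12 and 20 with the block and library weights and with the block without replicate 2, both chosen after seeing the data. Among the settings that lowered these counts, no filter on low TPM gave 1 and 1, as did leaving out flow replicate 4. Leaving out static replicate 4 gave 2 and 1, and counting flow replicate 6 as static gave 0 and 0.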

Other observations

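The tests below were chosen after the results were seen, apart from the lists of interferon-stimulated, other intraflagellar transport and Hedgehog target genes, which were set before the data were examined.

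Interferon-stimulated genes were higher with Ift88 siRNA, which the paper's text does not discuss as a group. Of a list of 40 genes, 28 passed the filter, 27 of them were higher, and the median log2 fold change was 0.46. By camera with a preset correlation p was 1.03e-18, and the call held with an estimated correlation (p = 0.00597) and under fry (p = 0.000257). Of the list, 8 were called, and 9 when adjusted over the list alone. The number called was 3 without Ift88 siRNA replicate 1 or control siRNA replicate 4, and 4 without Ift88 siRNA replicate 2, control siRNA replicate 1 or control siRNA replicate 3. The list shares 7 genes with those labelled in Fig. 4f. Figs. 4f and 4g of the paper, which rest on these libraries, prompted the test. Its p-values and calls are therefore not independent evidence, and leaving out the labelled members does not change that. Without the members labelled there, the median over 21 genes was 0.42, and with each library left out it was 0.43 to 0.55. Of the 35 splits, 1 gave a median as far, the real one. GC content and transcript length are argued against as the whole cause, since the median was 0.42 after their trend was taken out. What remains open is whether the loss of Ift88, the Ift88 siRNA as a double-stranded RNA that may trigger interferon signaling whatever its target, or a difference between the cultures caused it, and these cannot be separated here, because the 3 Ift88 siRNAs were used as 1 mixture and no rescue was analysed.

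No shift of other genes of intraflagellar transport as a set was found with Ift88 siRNA. Of 25 in the list, 20 were found and tested, with a median log2 fold change of 0.019, 11 higher and 9 lower, 0 called and 0 at an unadjusted p-value under 0.05 (camera with a preset correlation p = 0.931, fry p = 0.610). In 29 of the 35 splits the median was as far. Of 4 Hedgehog target genes only Ptch1 passed the filter, with a log2 fold change of 0.14 (standard error 0.11), and it was not called, so the list could not be tested as a set.

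Among the channels the discussion names and Pkd1, whose protein the introduction names, Pkd2 was at 84.4 ± 10.5 TPM (SD, n = 6) under flow, Piezo1 at 66.6 ± 14.8, Trpv4 at 21.4 ± 7.48, Pkd1 at 17.6 ± 5.24 and Trpc1 at 5.03 ± 1.44. Pkd2l1 (0.00736 TPM) and the principal cell marker Aqp9 (0.168 TPM) were under the filter. Of the 5 genes tested, 0 were called and 0 had an unadjusted p-value under 0.05, under flow and under Ift88 siRNA alike, in the fits without a block.

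Pair 2 runs against the other pairs for genes that fall under flow. In a fit of the other 5 pairs with the replicate block, 618 genes were lower at an adjusted p-value under 0.05, and 41 of them (6.63%) were lower in pair 2. With any other pair left out, at most 1 gene was lower. Exchanged labels of the pair are argued against, since 99 of the 135 genes called higher in the other 5 pairs were also higher in pair 2. GC content and transcript length are argued against as the cause too, since 9.76% of the genes were lower in pair 2 after their trend was taken out. A weaker exposure to flow is argued against as the whole cause for the 618 genes, since it would leave them lower or unchanged. Their median log2 change in pair 2 was 0.269, while 48.1% of all genes were lower in that pair. The 135 genes called higher had a median of 0.197 in pair 2, which a weaker exposure would allow. Another difference between the cultures of pair 2, with or without a weaker exposure, stays open and was not tested.

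Replicates 1 to 3 and 4 to 6 differ. Between static libraries of the 2 blocks 281 genes were called (214 higher and 67 lower in replicates 4 to 6), and between flow libraries 3. In static replicates 4 to 6, Ccl5 fell by 1.73, Lcn2 by 3.18 and C3 by 2.06, while Krt18 rose by 1.14, on the log2 scale, all called and named after their values were seen. GC content and length are argued against as the whole cause, since 105 static genes stayed called after their trend was taken out, compared with 289 among the same genes before. Interferon-stimulated genes were lower in static replicates 4 to 6 by camera with a preset correlation (p = 7.90e-09), but not by fry (p = 0.294). The labels give no sequencing or culture batch, so passage, day and library preparation cannot be told apart.

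The response to flow was larger in pairs 4 to 6. The median change of the 41 genes of Fig. 2b within a pair was 1.33, 0.67, 1.03, 2.02, 2.88 and 2.88 for replicates 1 to 6. The interaction of flow with the 2 blocks gave 0 genes at an adjusted p-value under 0.05 without the pairs (238 at an unadjusted p-value under 0.05) and 18 with them, and for the 40 tested genes of Fig. 2b as a set fry gave a rotation p of 0.00675. A mixture with unstimulated cells in pairs 1 to 3 is argued against, since it would scale all genes alike, while 50% of 40 genes separated the pairs after centring, where 10% is given by chance, and the ratio of the TPM added by flow in pairs 4 to 6 to that in pairs 1 to 3 ran from 0.841 (Edn1) to 31.7 (Egr3). A difference in the strength or timing of flow, or in the state of the cells, stays open and was not tested.

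More genes were above 0 TPM with Ift88 siRNA, 15713 to 16682 against 15292 to 15382 (exact permutation test, p = 0.0286, the smallest that 4 against 4 allow). Sequencing depth is argued against, since relative depth did not differ (exact permutation test, p = 0.686) and Ift88 siRNA replicates 2 and 3, at 0.925 and 0.946, held 16218 and 16682 genes above 0. Olfactory receptor genes above 0 were also more numerous, 513 to 599 against 470 to 485 of 1138, as were vomeronasal receptor genes (exact permutation test, p = 0.0286 for both, 5 tests in this family). Genomic DNA could add reads to such silent genes, but the summed TPM of olfactory receptor genes did not differ (exact permutation test, p = 0.457), and this cannot be told apart from other sources, because TPM are shares of a total and carry no counts.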
